# Telomerase subunit Est2 marks internal sites that are prone to accumulate DNA damage

**DOI:** 10.1186/s12915-021-01167-1

**Published:** 2021-11-20

**Authors:** Satyaprakash Pandey, Mona Hajikazemi, Theresa Zacheja, Stephanie Schalbetter, Matthew J. Neale, Jonathan Baxter, Victor Guryev, Andreas Hofmann, Dieter W. Heermann, Stefan A. Juranek, Katrin Paeschke

**Keywords:** DNA damage, Genome stability, Telomerase, Yeast

## Abstract

**Background:**

The main function of telomerase is at the telomeres but under adverse conditions telomerase can bind to internal regions causing deleterious effects as observed in cancer cells.

**Results:**

By mapping the global occupancy of the catalytic subunit of telomerase (Est2) in the budding yeast *Saccharomyces cerevisiae*, we reveal that it binds to multiple guanine-rich genomic loci, which we termed “non-telomeric binding sites” (NTBS). We characterize Est2 binding to NTBS. Contrary to telomeres, Est2 binds to NTBS in G1 and G2 phase independently of Est1 and Est3. The absence of Est1 and Est3 renders telomerase inactive at NTBS. However, upon global DNA damage, Est1 and Est3 join Est2 at NTBS and telomere addition can be observed indicating that Est2 occupancy marks NTBS regions as particular risks for genome stability.

**Conclusions:**

Our results provide a novel model of telomerase regulation in the cell cycle using internal regions as “parking spots” of Est2 but marking them as hotspots for telomere addition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-01167-1.

## Background

Telomeres are multi-protein complexes at the ends of eukaryotic chromosomes. A major function of telomeres is to protect the integrity of the genome. The length of the telomeres is critical for survival as shortening of telomeres leads to senescence and eventually cell death [1]. Telomerase, a highly specialized reverse transcriptase, is responsible for maintaining telomere homeostasis using an intrinsic RNA subunit as a template [2]. Telomerase upregulation is a characteristic signature for cancer cells and genome instability [3]. Telomere structure, function, and maintenance *via* telomerase are conserved throughout eukaryotes [4]. In *Saccharomyces cerevisiae*, telomerase is composed of three proteins, Est1, Est2, Est3, and an RNA subunit, TLC1. The catalytic subunit of telomerase, Est2, is expressed throughout the cell cycle and associates with telomeric regions primarily during late S-phase [5]. Two different pathways recruit telomerase to the telomeres in G1 and S/G2 phase. In G1 phase yKu heterodimer (Ku70, Ku80) interacts with Sir4 and binds to TLC1. This is a prerequisite for the Est2-TLC1 interaction and accumulations of telomerase at telomeres. However, telomerase is devoid of Est1 and Est3 in G1 phase and remains inactive. In S/G2 phase, Cdc13 recruits Est1, which in turns allows the recruitment of Est3. Est1 is required for full activation of telomerase [6–10]. Multiple unbiased approaches have yielded a list of proteins involved in regulating telomerase function, but the mechanisms that recruit and activate telomerase are still not completely known [5, 11–13].

Genome stability is constantly challenged and efficient repair mechanisms are essential to maintain genome integrity [14–16]. Defects in the repair pathways result in increased genome instability caused by deletions, mutations, end-to-end fusions, translocation, and de novo telomere addition at internal sites [14]. De novo telomere addition by telomerase at DNA double-strand breaks (DSB) is hazardous for the cell, because all genetic information distal to the DSB is lost [16–19]. Studies in yeast and human suggest that telomerase components are not associated with the telomere throughout the cell cycle and the catalytic subunit of telomerase itself or associated proteins perform a function at internal regions [8, 20–27]. For example, single-molecule image tracking of human telomerase revealed a three-dimensional diffusion model wherein telomerase makes multiple transient and stable contacts with telomeres during different cell cycle phases [8, 27]. Multiple interactions can be observed throughout S phase before telomerase binds to the 3′ overhang of the chromosome ends [27]. Microscopic imaging in yeast demonstrated that TLC1 segregates to different cellular locations during different cell cycle stages to prevent de novo telomere addition [24]. Single molecule imaging showed that TLC1 remains in the nucleoplasm in G1/S phase and the nucleolus in G2/M phase. This segregation is lost under DNA damage conditions in *rad52Δ* cells in which TLC1 localizes at DSBs and leads to de novo telomere addition. Multiple proteins such as Pif1, Cdc13, and the SUMO ligase Siz1 are involved in regulating telomerase action at DSBs [24–26, 28–31]. Additionally, genomic sequencing of bleomycin-treated yeast cells revealed additional regions where telomere addition occurs in the genome [24]. Specific subsets of genomic sequences termed as sites of repair-associated telomere addition (SiRTAs) have been identified where de novo telomere addition occurs upon a DSB [25]. Genetic assays using an HO endonuclease system demonstrated that de novo telomere addition at these sites depends on Cdc13 and Rap1 [25]. Although these sites contain a bipartite structure, a global prediction and validation of SiRTAs under different genetic and biochemical conditions is still missing.

Considering these findings, it is essential to reveal whether, when, and where telomerase localizes to specific internal sites and what is the impact of this interaction on genome stability. Here, we provide a comprehensive map of the global occupancy of Est2 within the genome for the first time. Interestingly, Est2 binds to multiple internal genomic loci, termed non-telomere binding sites (NTBS). Using differential cell cycle analysis, we revealed that Est2 binds to NTBS independent of Est1 and Est3 in G1 and G2 phases. In the past, different models have been proposed to explain how telomerase is recruited to the telomeres [25, 27, 29, 32–38]. Using Hi-C analysis, we found that NTBS are in closer proximity to telomeres than expected by random chance, suggesting a potential correlation between chromatin organization and telomerase sequestration in different cell cycle phases. Because Est2 binds independently of other known telomeric factors to NTBS, telomerase is inactive at these sites. However, NTBS regions are prone to DSBs and upon global DNA damage Est2 recruits Est1 and Est3 and active telomerase assembles, resulting in telomere addition at NTBS. We propose a model in which Est2 binds to multiple guanine-rich sites across the genome where it is parked in an inactive form. This renders NTBS a hotspots for telomere addition and genome instability.

## Results

### Est2 binds to non-telomeric regions within the genome

In order to determine regions of telomerase action within the genome, we monitored the genomic occupancy of Est2 in *S. cerevisiae* using a strain wherein Est2 was internally tagged at its C-terminus with 13 x Myc (Est2-Myc13). 

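ChIP-chip measures, at each probe of a DNA microarray, the DNA recovered with a protein (IP) against the input DNA hybridized to the same array. The data used here are 8 Agilent 2-colour arrays of the Est2 ChIP, named as replicates 1 to 8, from yeast cells grown to exponential phase in YPD. They form 1 condition, so the comparison lies within each array. The paper's own number of repeats is 5, and its text does not say which of the 8 arrays they are. All 8 were therefore used, with the value of each array given for the main results. The labels say replicate, and the paper says biological replicates and independent experiments, without naming the culture of each array. The labels name W303 as the strain background, while the paper's strain table lists the tagged EST2 strain in the YPH499 background, with the tag Est2-G8-Myc18. Each array carried 41474 probes of the nuclear genome, with a median distance of 256.5 bp between neighbours and a probe length of 45 to 60 nt. Of these probes, 95.4% to 100.0% per array lay well above background in both channels by the scanner software's own mark. The median signal was 103 to 350 times the background in the red channel and 113 to 595 times in the green channel. The authors' values are background-subtracted, dye-normalized intensities of both channels from the Agilent software. From these, the log2 of red over green was taken and each array was centred on its median. The labels give Cy3 for both channels. Red over green is taken here as likely IP over input, because the Agilent ChIP-on-chip protocol that the methods cite labels the IP with Cy5. The main counts of regions are therefore given for the likely IP side and for the turned sign. Positions are those of the R64 genome build, to which the files' coordinates were matched (5652 of 5684 gene positions were equal). The number of arrays limits the precision of every mean.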

Yeast cultures expressing Est2-Myc13 were crosslinked with formaldehyde and subjected to chromatin immunoprecipitation (ChIP). DNA bound to Est2-Myc13 and input DNA were fluorescently labeled and hybridized to a whole-genome DNA microarray (ChIP-chip) (Agilent). The binding sites were identified from the median standardized array values (across biological triplicates) using the ChIPOTle 2.0 program with a significance cut-off of 0.05. The experiment was repeated 5 times and only regions that could be identified in at least three biological replicates were annotated as *bona fide* Est2 targets.

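The genome-wide log ratios of the 8 arrays had Pearson correlations of 0.0543 to 0.603 over 28 pairs of arrays (median 0.177, across probes, which are not independent replicates). In the green channel, likely input, replicates 1 to 3 correlated with each other at 0.562 to 0.812 and replicates 4 to 8 at 0.703 to 0.919. Pairs across these sets reached 0.307 to 0.519. The sets also differed in how broad their log ratios were. The SD over probes was 1.42, 2.32 and 1.47 on replicates 1 to 3, and 0.92, 0.80, 0.73, 0.95 and 1.48 on replicates 4 to 8. Windows of 500 bp, moved by 100 bp, were called on each array after the scheme of ChIPOTle at an adjusted p under 0.05. On the likely IP side, replicates 1, 2 and 3 gave 0 called steps, and replicates 4 to 8 gave 34, 326, 664, 202 and 42. With the sign turned, replicates 1 to 8 gave 3484, 0, 6658, 2394, 29, 19, 733 and 3029 steps. Sites called in at least 3 arrays on the likely IP side were thus drawn from replicates 4 to 8. In simulated arrays of independent normal values, a site of 4 SD placed in 3 arrays was found in 95% of cases. A site of 2 SD in 5 arrays was found in 1%.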

After subtraction of telomeric sequences, Est2 ChIP-chip analysis led to the identification of 978 NTBS (see Additional file 1: Table S1 for a list of NTBS) (Fig. 1A (graphical illustration of regions harboring NTBS) and Additional file 2: Fig. S1A that illustrates Est2 binding peaks of four different regions: NTBS#1-NTBS#4). 

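Outside the outermost 10 kb of the chromosomes, 20 regions on 7 chromosomes were called in at least 3 of the 8 arrays on the likely IP side, and 132 with the sign turned. CYC8, which encodes a general transcriptional corepressor, held called regions on chromosome II at 463901 to 464000 and 464101 to 464200, with log2 ratios of 2.14 ± 1.04 and 2.17 ± 1.15 (SD, n = 8 arrays). PDC1, the major pyruvate decarboxylase of alcoholic fermentation, held a region on chromosome XII at 233001 to 233100 with 1.57 ± 1.01 (SD, n = 8). In HKR1, which encodes a mucin-like osmosensor of the cell surface, the region at 1308301 to 1308600 of chromosome IV holds 1 probe and reached 3.17 ± 1.82 (SD, n = 8). Chromosome XII also held regions outside any annotated gene, at 460301 to 460400 with 2.11 ± 0.84 and at 1064801 to 1065300 with 2.50 ± 1.03 (SD, n = 8). On replicates 4 to 8 the first of these had a mean signal of 3.96 in red and also 2.84 in green, in SD of all probes. Its signal was thus raised in both channels. The second holds a probe at 1065000 to 1065046 that lies 12875 bp from a chromosome end. Other regions lay in BAR1, the secreted protease that degrades alpha-factor, in the amino acid biosynthesis genes HIS3 and LEU2, and next to the left end of chromosome VII in the mannosyltransferase gene MNT2 and the alcohol dehydrogenase gene ADH4. The regions were 100 to 600 bp long, with a median of 200 bp, and covered 4900 bp. Of the 20 regions, 14 lay within 500 bp of a probe whose green signal was over 3 SD below the array's mean on at least 3 arrays. On replicates 4 to 8 these 14 regions had a mean green signal of -5.49 ± 2.37 and a red signal of -1.06 ± 1.37 in SD of all probes (SD over regions), so as a set their ratio reflects low green and not raised red signal. The other 6 had 1.37 ± 0.77 in green and 3.34 ± 0.67 in red. Without the 419 such dark probes, 4 regions were called (149 with the sign turned), those of HKR1 and PDC1 and both regions outside genes on chromosome XII. Both CYC8 regions have no such probe within 500 bp and were not called in this setting either. The count was 6 without replicate 5, 9 without replicate 6 and 11 without replicate 7. With the sign turned it was 44, 29, 63 and 73 without replicates 1, 3, 4 and 8. Which side had more regions depended on the processing. The likely IP side had 27 against 0 with the sign turned after loess normalization, 64 against 34 from the median over arrays, and 1 against 28 with the normexp background.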

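At the sites shown in Fig. S1A, a qPCR primer matched a probe for NTBS#3 and NTBS#4, and those of NTBS#1 and NTBS#2 matched none. The study took these sites from ChIP-chip peaks of this series, so their ratios and tests here are not independent evidence. Other located sites are given in the closing section, where none passed after adjustment over those sites alone. NTBS#3 lies in NAB2, which encodes a nuclear poly(A) RNA-binding protein, and the matching probe stands at 280148 to 280192 of chromosome 7. The 5 probes within 500 bp of it had a log2 ratio of 1.19 ± 0.27 (SD, n = 8 arrays). ARO1, a gene of aromatic amino acid synthesis and the paper's negative control, had 0.16 ± 0.26 over its 18 probes. NTBS#3 exceeded ARO1 by 1.04 ± 0.37 (SD, n = 8) on 8 of 8 arrays (exact sign-flip permutation test, two-sided, p = 0.00781, the smallest that 8 arrays allow, adjusted p = 0.0156 over both located sites). The mean difference was 1.12 on replicates 1 to 3 and 0.99 on replicates 4 to 8. NTBS#4 lies in SRB2, which encodes a Mediator subunit, with its probe at 189413 to 189462 of chromosome 8. It stood at 0.75 ± 0.57 and exceeded ARO1 by 0.59 ± 0.51 (SD, n = 8) on 7 of 8 arrays (same exact test, p = 0.0156, adjusted p = 0.0156), with 0.40 on replicates 1 to 3 and 0.71 on replicates 4 to 8. After intensity-dependent (loess) normalization the NTBS#3 difference was 0.28 (exact permutation p = 0.133), and over the probes within 1 kb of the amplicon it was 0.69 (p = 0.00781). After a correction for probe GC content the NTBS#4 difference was 0.27 (exact permutation p = 0.125). Near telomere VI-R, 4 probes had a log2 ratio of -0.11 ± 1.12, which differed from ARO1 by -0.27 ± 1.10 (SD, n = 8, exact permutation p = 0.531). This difference was -0.94 on replicates 1 to 3 and 0.14 on replicates 4 to 8. After loess normalization it was 0.28 (exact permutation p = 0.328). Probes within 1 kb of any chromosome end stood at 0.86 ± 0.92 on 7 of 8 arrays (34 probes, exact permutation p = 0.0234), and those at 2 to 5 kb at 0.01 ± 0.39 (106 probes). The paper concludes that Est2 occupies non-telomeric binding sites. It bases this on regions found in at least 3 replicates, with telomeric sequences subtracted, and on ChIP-qPCR. In its ChIP-qPCR all of NTBS#1 to NTBS#4 were enriched over ARO1.

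**Figure D1:**
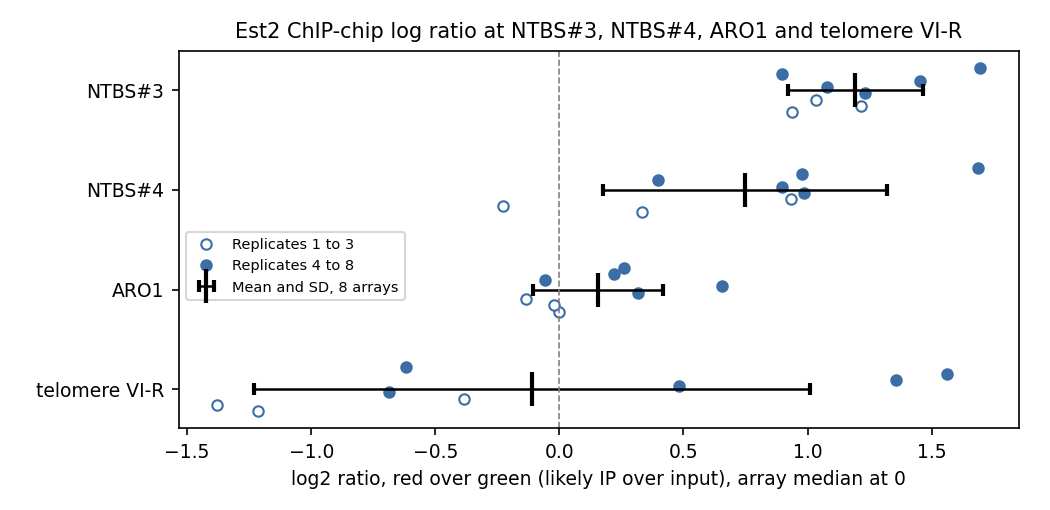
Log2 ratio of red over green (likely IP over input, array median at 0) at NTBS#3, NTBS#4, ARO1 and telomere VI-R. Circles are the 8 arrays (open for replicates 1 to 3, filled for replicates 4 to 8), and the black marks give the mean and SD. NTBS#3 lies at 0.90 to 1.70 on all 8 arrays, and telomere VI-R spreads from -1.38 to 1.56.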

Bioinformatics analysis revealed that these sequences are significantly more G-rich than the average GC content of the yeast genome (NTBS: 52% GC; yeast genome: 38% GC; *p*-value < 0.001). 

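Averaged over the 500-bp windows of the 20 regions of the likely IP side, the probes had a GC content of 39.7%, against 37.3% for random placements of the same lengths (SD over 1000 placements 0.53, two-sided permutation p = 0.004). The 132 regions of the turned sign had 35.1% against 37.3% (SD 0.20, permutation p = 0.002, the smallest that 1000 placements allow). GC content varied between the regions. It was 47.8% in HKR1, 46.2% in the region of chromosome XII that starts at 1064801, and 44.7% and 45.3% in CYC8. In the MNT2 regions it was 35.0% and 37.4%, and in the BAR1 regions it ran from 35.8% to 38.4%. All 41474 nuclear probes had a mean of 37.3%, and 550 of them had a GC content of 44% or more. The genome sequence itself was not used here. These probe values are therefore not on a like scale with the paper's GC content of NTBS. Probes at the sites listed in the paper's Table S1 had 39.2%. Across all probes the log ratio rose with GC content on 8 of 8 arrays, with a mean Pearson r of 0.169 (0.0534 to 0.289 per array, exact sign-flip permutation p = 0.00781). It was 0.0885 on replicates 1 to 3 and 0.217 on replicates 4 to 8, and 0.0425 on 6 of 8 arrays after loess normalization. Probes with a GC content under 32% stood at a log2 ratio of -0.49 ± 0.35 (SD, n = 8 arrays), and probes with 44% or more at 0.78 ± 0.46 (SD, n = 8). After a correction of each array for probe GC content, the regions called lay -0.146 percentage points from their random placements. The correction takes out the relation with probe GC content by construction, so this value is no test of it. Without the correction, the difference was -0.134 when replicate 5 was left out and 0.112 when replicate 7 was, neither past the permutation test. It was 3.98 for the 64 regions from the median over arrays and 6.95 for the 4 regions called without probes dark in the green channel, a setting chosen after seeing the data (permutation p = 0.002 for each). The turned sign lay -2.21 points from its placements, -0.496 after the GC correction (permutation p = 0.02) and -4.25 with the normexp background.

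**Figure D2:**
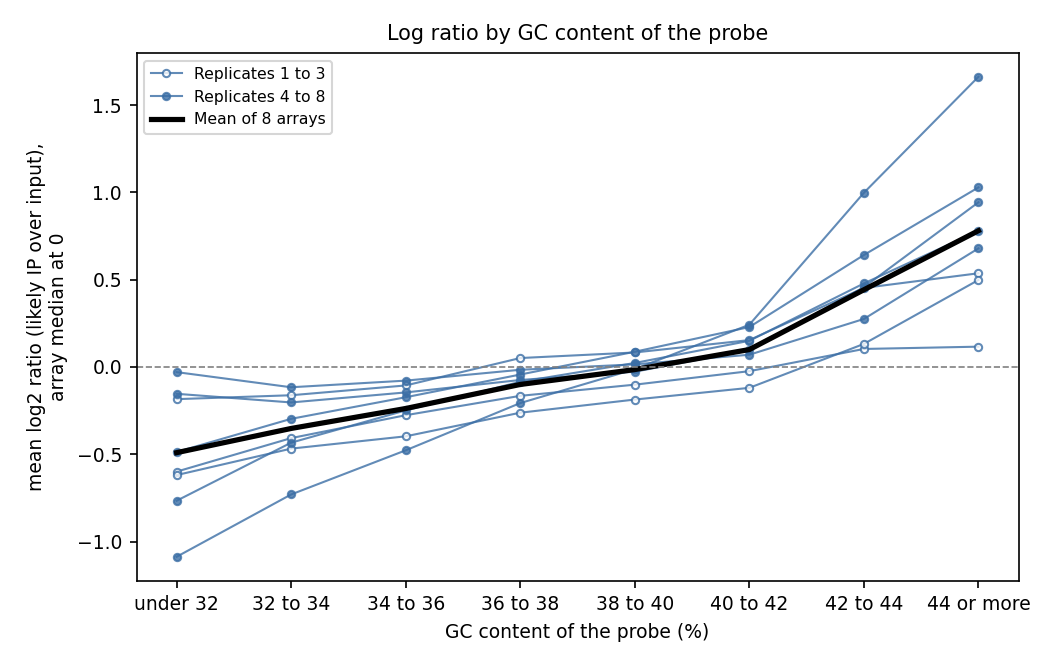
Mean log2 ratio of red over green (likely IP over input, array median at 0) of the nuclear probes in bins of probe GC content (percent). Thin lines join the values of each array (open circles for replicates 1 to 3, filled for replicates 4 to 8), and the thick line is the mean of the 8 arrays. The mean runs from -0.49 in the lowest bin to 0.78 in the highest.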

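Telomeric repeats of budding yeast consist of TG units with 1 to 3 G, which read as C and A on the other strand. Called regions of the likely IP side held 14.1 TG plus CA dinucleotides per 100 nt of probe sequence, against 12.5 in random placements (SD 0.63, two-sided permutation p = 0.014). Placements matched on GC content held 12.9 (SD 0.60, permutation p = 0.048). Regions of the turned sign held 11.1, below the 12.5 of their random placements and the 12.1 of matched ones (permutation p = 0.002 for each). The first of these differences, -1.39, was -0.49 with windows of 1000 bp, and without replicate 3 it was -0.617 and did not pass (permutation p = 0.166). Uninterrupted runs of such units, of at least 12 nt, were present in 11 nuclear probes, 8 of them over 10 kb from a chromosome end. The region on chromosome XII that starts at 1064801 contained 1 of these, at 1065000 to 1065046, with a log2 ratio of 2.66 ± 1.47 (SD, n = 8 arrays). Another, in the phosphate transporter gene PHO90 on chromosome X, stood at 1.15 ± 0.31 (SD, n = 8). The 11 probes ran from -0.87 on chromosome V to the 2.66 given above, with others at -0.35 on XV and 0.18 on I. The share of probes with a run in the 500-bp windows, averaged over the windows of each region and then over the 20 regions, was 4.5%, against 0.0255% in random placements (permutation p = 0.004) and 0.334% in GC-matched ones (permutation p = 0.032). It rests on the chromosome XII region alone. The excess of TG plus CA was 0.21 after a correction for probe GC content and 0.20 after loess normalization, neither past the test. Nor did it pass with windows of 300 bp (1.22, permutation p = 0.168) or at an adjusted p under 0.01 (1.06, permutation p = 0.178). It was -0.66 without replicate 5 (reversed, not past the test), and 1.72, 0.26 and 0.94 without replicates 6, 7 and 8, none past the test. It was 2.59 for the 64 regions from the median over arrays (permutation p = 0.002) and 3.69 for the 4 regions called without probes dark in the green channel, a setting chosen after seeing the data (permutation p = 0.012).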

MEME motif analysis displayed a characteristic TG-richness, that despite presenting other nucleotides, corresponds the motif of telomeric repeats in yeast (Fig. 1B, E-value = 1.1e^−69^). We computationally correlated NTBS peaks to annotated genomic regions (annotated by *S. cerevisiae* genome database (SGD) such as autonomously replicating sequence (ARS), promoter) or binding sites of specific proteins. Our analyses showed that NTBS overlap significantly with regions that are also bound by known telomerase regulatory factors: G-quadruplex (G4) regions [39] (35/978 *p* < 0.0001), R-loops [10, 40] (84/978 p < 0.0001), and Pif1-binding sites [41] (361/978 *p* < 0.0001). Also these regions are linked to genome instability as indicated that these sites overlap with sites high in DNA polymerase II (DNA Pol II) occupancy—marking regions where DNA replication stalls in wild type [41] (354/978 p < 0.0001) and in *pif1-m2* cells (430/978 p < 0.0001) [41] as well as sites that are highly linked to DNA damage as indicated by a strong γ-H2A signal [39] (294/978 *p* < 0.0001) (Additional file 2: Fig. S1B-G). In *pif1-m2* no nuclear Pif1 is present, only mitochondrial Pif1 is expressed. Furthermore, correlation analysis revealed that > 85% of NTBS significantly overlap with open reading frames (ORFs, *p*-value < 0.001, of which 56 genes are involved in telomere maintenance and homeostasis (Additional file 3: Table S2). 

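Of the 20 regions of the likely IP side, 14 overlapped an ORF (70.0%), against 83.6% for random placements (SD 9.49, two-sided permutation p = 0.244). Random placements already overlapped so often that 20 regions left little room to show an excess. The overlap was below that of random placements by the same test without replicate 5 (-49.1 points, permutation p = 0.04) and without replicate 8 (-30.2 points, permutation p = 0.024). From the median over arrays the difference was 1.3 points and did not pass. With the sign turned, 62 of 132 did (47.0% against 83.5%, SD 3.37, permutation p = 0.002). Probes inside ORFs lay above all other probes by 0.41 ± 0.34 (SD, n = 8 arrays) in log2 ratio, on 8 of 8 arrays. Intergenic probes lay below ORF probes, by -0.39 ± 0.34 between divergent, -0.47 ± 0.38 between tandem and -0.55 ± 0.50 between convergent genes (SD, n = 8, exact permutation adjusted p = 0.0164, 0.0164 and 0.0328). The 56 genes of telomere maintenance in Table S2 lay above other ORFs by 0.42 ± 0.25 (SD, n = 8) on 8 of 8 arrays (exact sign-flip permutation p = 0.00781). Their mean lay at percentile 100 of 10000 random lists of the same size. In the gene test with limma 15 of them were above, 0 below and 41 did not pass, and 25 passed when adjusted over the list alone. After loess normalization 0 of all ORFs passed in limma, so none of the 15 did, and the 395 ORFs above in the main test were 134 without replicate 5. The study chose this list on these samples, so it is not independent evidence. Those with the highest mean were CDC19, the pyruvate kinase of glycolysis, at 1.34 ± 1.06, the adenosine kinase gene ADO1 at 1.27 ± 0.54, CYC8 at 1.27 ± 0.62, SRB2 at 1.21 ± 0.81 and SAH1, which hydrolyses S-adenosylhomocysteine, at 1.19 ± 0.64 (SD, n = 8). CYC8 was the 1 gene of the 56 that a called region overlapped. CDC19 and SRB2 did not pass after a correction for probe GC content (limma adjusted p = 0.0738 and 0.107), nor CDC19 without replicate 4 (1.33), 5 (1.28), 6 (1.27), 7 (1.27) or 8 (1.08). After loess normalization the divergent, tandem and convergent classes stood at -0.07, 0.02 and 0.18, none past the test. The convergent class did not pass after the GC correction (-0.40) or without any 1 array but replicate 6 (-0.61 to -0.45). The mean shift of the 56 genes was 0.20 on replicates 1 to 3 and 0.56 on replicates 4 to 8, and 0.17 after loess normalization (exact permutation p = 0.0625).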

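Gene lists set by function showed which ORFs had high ratios. Probes of 19 genes of glycolysis and fermentation lay 1.00 ± 0.52 above other ORF probes (SD, n = 8 arrays, 8 of 8 above, exact permutation adjusted p = 0.0164). Of these genes, 16 passed the limma test above, 0 below, and 19 when adjusted over the list alone. TDH2, a glyceraldehyde phosphate dehydrogenase, stood lowest at 0.60 ± 0.75 and did not pass. Ribosomal protein genes were shifted by 0.32 ± 0.33 (7 of 8 arrays, exact permutation adjusted p = 0.0273). Of 124 measured, 23 were above and 0 below (31 above when adjusted over the list alone), from RPL8A at 1.84 ± 0.88 to RPL42B at -0.98 ± 1.38, which did not pass. Translation factors lay 0.62 ± 0.36 higher (exact permutation adjusted p = 0.0164), with 4 of 8 above (6 adjusted over the list alone), among them HYP2, which encodes the factor eIF5A, at 1.40 ± 0.57 (limma adjusted p = 0.0586 after a correction for probe GC content). Amino acid biosynthesis genes lay 0.38 ± 0.20 higher (exact permutation adjusted p = 0.0164), with 11 of 52 above and 0 below (15 adjusted over the list alone), such as ILV5 at 1.33 ± 0.84 and ILV3 at 1.26 ± 0.69. Chaperone genes lay 0.41 ± 0.33 higher (exact permutation adjusted p = 0.0328), with 6 of 18 above (8 adjusted over the list alone). SSB2, a chaperone of new polypeptides, stood at 1.31 ± 0.87 (limma adjusted p = 0.121 after the GC correction, and not past the test without replicate 4, at 1.32, or 5, at 1.23). The 5 probes of rRNA genes stood at 1.35 ± 0.65 (exact permutation adjusted p = 0.0164). With the normexp background they were at 0.77, below glycolysis and fermentation at 1.05. After loess normalization none of the 21 lists and classes passed, against 17 without it, and 0 ORFs passed in limma. The shifts were then 0.39 for glycolysis and fermentation, 0.26 for translation factors, 0.12 for ribosomal protein genes, 0.14 for amino acid biosynthesis and 0.06 for chaperones. That of rRNA genes was 0.68 on 8 of 8 arrays (exact permutation p = 0.00781, adjusted p = 0.082 over the 21), at the smallest p that 8 arrays allow. The shift of ribosomal protein genes did not pass without replicate 5 (0.36), 6 (0.24), 7 (0.26) or 8 (0.32), or with the normexp background (0.32, exact permutation adjusted p = 0.0513), and that of chaperones without replicate 3 (0.41), 4 (0.39), 5 (0.39), 6 (0.44), 7 (0.36) or 8 (0.33).

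**Figure D3:**
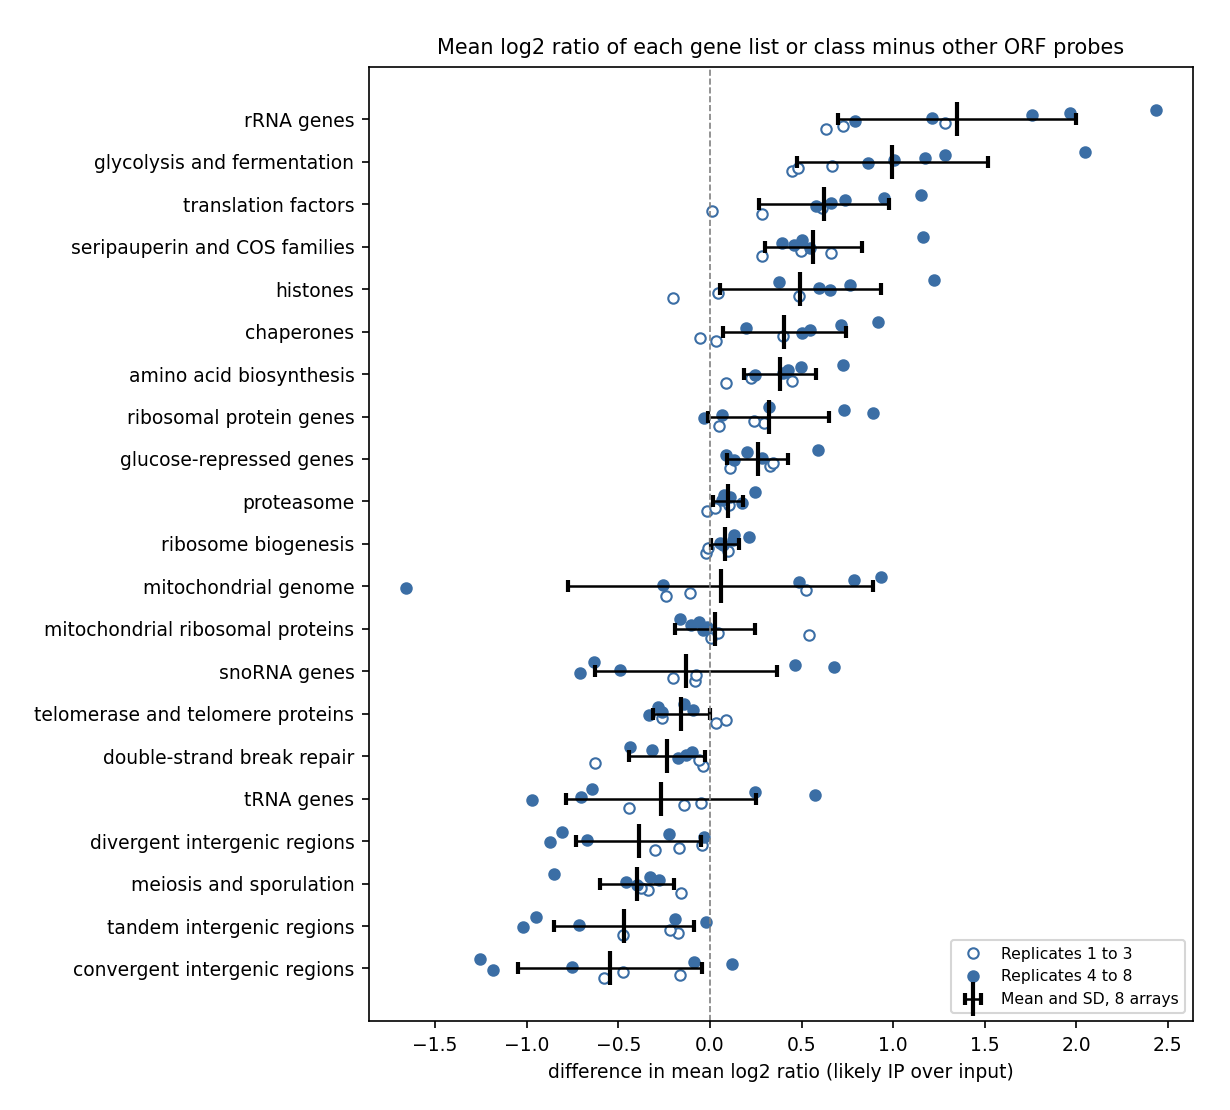
Mean log2 ratio of red over green (likely IP over input) of the probes of each gene list or feature class, minus other ORF probes. Circles are the 8 arrays (open for replicates 1 to 3, filled for replicates 4 to 8), and the black marks give the mean and SD. Glycolysis and fermentation lie at 1.00 and convergent intergenic regions at -0.55. After loess normalization the convergent and tandem classes, tRNA and snoRNA genes, histones and the proteasome turned sign, none past the test.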

Note, it is not clear to this point if Est2 binding to these ORF is relevant for telomere function or biology.

**Fig. 1:**
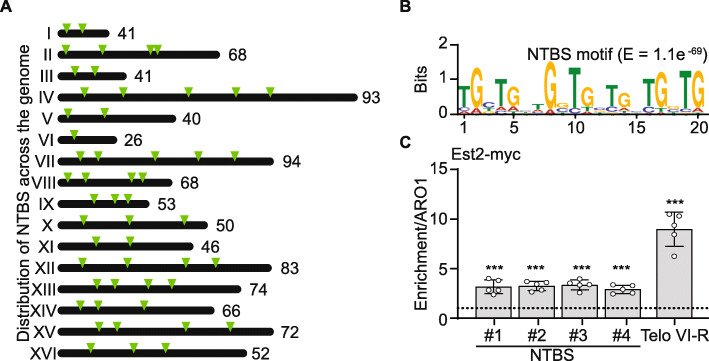
Global occupancy of Est2 across the yeast genome. **A** The distribution of Est2 occupancy across the *S. cerevisiae* genome. Each triangle represents a non-telomeric binding site (NTBS) of Est2 on a chromosome. All the sites were present in at least 3 out of 5 independent experiments. Note, less triangles are visible on the cartoon because of the resolution of the graphic. Multiple regions that are located at close to each other or as clusters are depicted as one arrow. **B** MEME motif of NTBS regions. The binding sites displayed an enriched TG-richness similar to yeast telomeric regions. (*E*-value 1.1e−069) **C** ChIP-qPCR of four different NTBS regions (see Additional file 1: Table S1 for specification of the region). As a positive control, Est2-binding to telomere VI-R was plotted (Telo-VI-R). Reported ChIP values are normalized to input and ARO1 (non-telomeric control). Data are represented as mean ± standard error mean (SEM) of *n* = 5 biological replicates unless stated otherwise. Statistical significance was compared to ARO1 levels and determined using Student’s *t*-test. **p-value < 0.01 and ***p-value < 0.001

Next, we validated Est2-binding to intrinsic sites by ChIP followed by quantitative PCR (ChIP-qPCR) using primers directed against 4 different NTBS (NTBS#1-NTBS#4). Here, and in all subsequent ChIP experiments, we used the right telomere on chromosome VI (Telo VI-R) as a positive control and *ARO1*, a known region low in telomere-binding proteins, as a negative control [42]. ChIP-qPCR analysis of Est2 revealed a robust and significant binding to all tested NTBS (Fig. 1C). Est2-binding was 2–3-fold enriched in comparison to the negative control *ARO1*.

### Est2-binding to NTBS is regulated throughout the cell cycle

At telomeres Est2 functions in a complex with Est1 and Est3 [5, 43]. In vivo data shows that all components need to be present for an active telomerase holoenzyme [6, 43–46]. To determine whether telomerase is active at NTBS, we asked if only Est2 or the whole telomerase holoenzyme is binding to NTBS. We analyzed the binding of Est1 and Est3 to four different NTBS in asynchronous yeast cells by ChIP-qPCR (Fig. 2A, B). Both, Est1 and Est3, were tagged internally with 13xMyc. After crosslinking, protein binding was monitored by ChIP-qPCR. These analyses revealed that neither Est1 nor Est3 bind significantly to these NTBS, indicating that Est2 binds alone and thus is likely not active at NTBS.

**Fig. 2:**
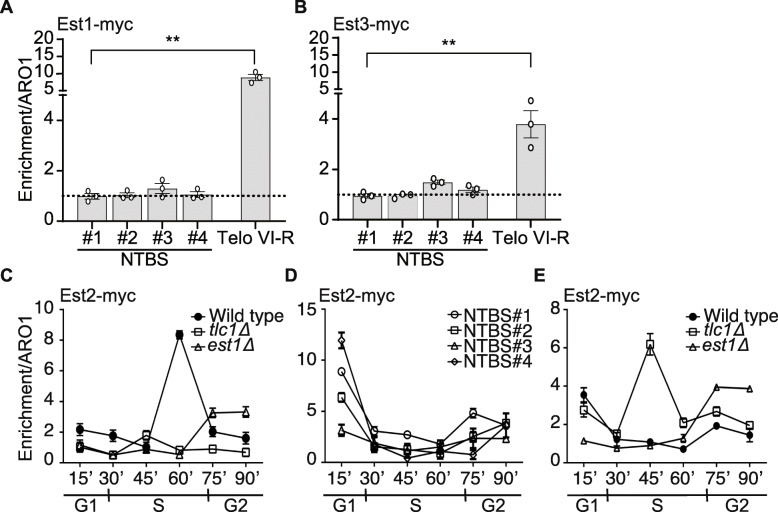
Est2-binding to NTBS does not depend on Est1 and TLC1. ChIP analysis of Est1 and Est3 to four NTBS and one telomere (VI-R) (**A**, **B**). **A** Est1-binding to NTBS, ARO1, and Telo-VI-R regions. Bars represent enrichment over ARO1. Data are represented as mean ± SEM for *n* = 3 biological replicates. Statistical significance compared to untreated cells were determined using Student’s *t*-test. *p-value < 0.05 and **p-value < 0.01. **B** Est3-NTBS binding. **C** Est2-binding was monitored in synchronized cultures. For this, cells were synchronized using α-factor and released in the cell cycle. Binding was monitored every 15 min of release into the cell cycle. FACS analysis was performed to analyze the cell cycle stage of synchronized cells depicted in Additional file 4: Fig. S2A. The graph represents Est2-binding to telomere VI-R in wild type background (closed circles, in absence of TLC1 (open squares) and in the absence of Est1 (open triangles). **D** Est2-binding to NTBS #1-#4 in wild type background. **E** Representative data of Est2-binding to NTBS#1 in wild type, *tlc1Δ*, *est1Δ* (Additional file 4: Fig. S2B-D for NTBS #2 -#4). The data plotted are standard mean ± standard error for *n* = 3 replicates

Est2-binding to telomeres changes in a cell cycle-specific manner [5, 7, 42]. We asked whether Est2-binding to NTBS is also cell cycle-dependent. We synchronized yeast cells in G1 with α-factor and released them into S-phase as performed previously [7]. Cell cycle progression was monitored by fluorescence-activated cell sorting (FACS) (Additional file 4: Fig. S2A). Est2-binding in different cell cycle phases was monitored by ChIP-qPCR. Est2-binding peaks at the end of S phase at telomeres, which agrees with published data [7] (Fig. 2C, black circles). On the contrary, Est2-binding to all four NTBS peaked in G1 and late S/G2 phase (Fig. 2D). Note, the Est2-binding to NTBS is less strong as to telomeres.

At telomeres, Est2-binding depends on the presence of Est1, Est3, and TLC1 [6, 7, 9, 42, 45, 46]. To test, if Est2-binding to NTBS changes in the absence of telomerase subunits (Est1, TLC1), we performed cell cycle-dependent ChIP-qPCR in *est1Δ* and *tlc1Δ* backgrounds. At telomeres, Est2-binding is reduced when either TLC1 or Est1 is absent (Fig. 2C, white squares and triangles). This agrees with previously published data [42]. However, at NTBS Est2-binding is enhanced (9.6-fold) in late S/G2 phase in *est1Δ* cells (Fig. 2E, Additional file 4: Fig. S2B-D, white triangles). In *tlc1Δ* cells Est2-binding to NTBS was significantly elevated across all cell cycle stages with a strong peak in mid-S phase (Fig. 2E, Additional file 4: Fig. S2B-D, white squares). We speculate that without TLC1 Est2 no longer binds to telomeres and consequently more Est2 is “free”, which results in more Est2-binding to NTBS.

### Est2 binds to NTBS independently of known telomere-binding proteins

Cdc13, Est1, and the heterodimer yKu70/80 regulate telomerase recruitment to telomeres. They are essential for telomere maintenance [7, 35, 42, 47, 48]. Cdc13 and Est1 recruit Est2 during S/G2 phase, while yKu70/80 is required for Est2-binding at telomeres during G1 and early S phase and significantly contributes to the association of Est2-binding in S/G2 phase at telomeres [7, 35, 42, 47, 48]. Therefore, we aimed to understand if either Cdc13 or yKu heterodimer support Est2-binding to NTBS. We first analyzed Cdc13- and yKu70-binding to NTBS. Both proteins were tagged internally and their binding to NTBS was measured by ChIP-qPCR (Fig. 3A, B). We observed little to no binding of yKu70 (0.7-1.7-fold binding/ARO1) or Cdc13 (1-3-fold binding/ARO1) to NTBS (Fig. 3A, B). Note, at telomeres, Cdc13 is nearly 30-fold and yKu70 over 100-fold enriched over ARO1 (Fig. 3A, B). Thus, it can be concluded that both proteins do not play a major role in mediating Est2-binding at NTBS. Although Cdc13 binds throughout the cell cycle its binding peaks during S/G2 phase [42]. To rule out that ChIP in asynchronous cells yields false interpretations, we also performed the Cdc13 ChIP experiments in synchronized cells. Nevertheless, similar results were obtained that showed only minor binding of Cdc13 to NTBS (Additional file 5: Fig. S3A-B).

**Fig. 3:**
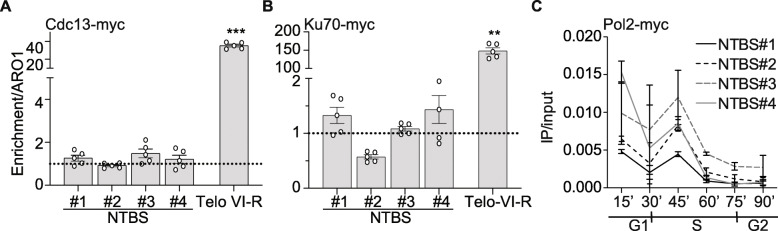
Est2 is recruited via an alternative pathway to NTBS. **A** Cdc13 was tagged internally and binding to four NTBS and telomere VI-R was monitored by ChIP-qPCR in asynchronous cultures (Additional file 5: Fig. S3A-B for synchrony ChIP-qPCR of Cdc13). **B** Ku70 is tagged internally and binding to NTBS and telomere VI-R was monitored by ChIP-qPCR in asynchronous cultures. ChIP values are normalized to input and ARO1 (non-telomeric control). Data are represented as mean ± SEM of *n* = 5 biological replicates unless stated otherwise. Statistical significance was compared to ARO1 levels and determined using Student’s *t*-test. **p-value < 0.01 and ***p-value < 0.001. **C** DNA Pol2 occupancy was monitored throughout the cell cycle to NTBS and telomeres. Representative data of DNA Pol2-binding to NTBS#1-4, normalized to input

### Recruitment of Est2 to NTBS

In addition to Cdc13 and Ku70, other proteins and mechanisms have been postulated to regulate the recruitment of Est2 to telomeres. Among them are Pif1 [28, 29, 31], Mlh1 [49, 50], R-loop formation, and Telomeric repeat-containing RNA (TERRA) [51–53], RNase P components [13], and Rad51-Rad52 [23]. To reveal if one of these potentially regulatory factors contributes to Est2-binding, we monitored Est2-binding by ChIP-seq in the absence of these factors. In summary, no significant changes in Est2-binding were observed in *pif1-m2*, after the deletion of Mlh1 (*mlh1Δ*) or the reduction of R-loops by the overexpression of RNase H1 (Additional file 6: Fig. S4A-C). The yKu70/80 heterodimer binds to telomerase in G1 phase in a Sir4-dependent manner [37, 54, 55]. Sir4 is important for the telomere position effect (TPE), which may also contribute to Est2-binding to NTBS. However, Est2-binding to NTBS was not altered in the absence of Sir4 (Additional file 6: Fig. S4D).

In addition to these factors, it has been shown that the heterochromatic state of telomeres alters the access of telomerase to the telomeres. Sin3 is a component of the histone deacetylase complex that is responsible for the deacetylation of the core histones and effects heterochromatinization [56]. To test if the heterochromatic state of NTBS changes Est2-binding, we analyzed Est2-binding in *sin3Δ* cells by ChIP-qPCR. However, changes in *sin3Δ* had only minor and no-significant effect on Est2-binding to NTBS (Additional file 6: Fig. S4E).

We demonstrated that the recruitment of Est2 did not correlate to known recruitment factors of the telomere. Next, we investigated other published models such as the “replication fork” model. In this model, telomerase co-migrates with the replication fork [20, 36]. NTBS overlap with regions that are marked as replication fork pausing sites and we tested if replication fork pausing correlates with Est2-binding. If replication pauses cause Est2-binding, we assumed that the timing of Est2-binding to NTBS should mimic replication fork progression. We tagged the catalytic subunit of the leading strand polymerase (DNA Pol2) and used its occupancy as a measurement of replication fork pausing [41, 57]. We synchronized yeast cells and measured the binding by ChIP-qPCR. The results indicated that the timing of DNA Pol2-binding and Est2-binding does not correlate with each other (Fig. 3C). Our data indicate that replication fork pausing is not the cause for Est2-binding to NTBS.

Telomerase-binding to telomeres follows a three-dimensional model wherein telomerase makes multiple contacts with the chromosomes before binding to the telomeric regions [27]. To assess whether the three-dimensional organization of chromosomes has a role in the binding of Est2 to NTBS we performed chromosome conformation capture using the Hi-C technique. Wild type cells were subjected to Hi-C as described [58] and the resulting libraries were sequenced to determine the interactions between NTBS-NTBS and NTBS-telomeric regions (Fig. 4A). We analyzed whether for a given NTBS the other binding sites are on average (mean Hi-C contact probability) closer to another NTBS or to telomeric regions (max Hi-C contact probability). Our bioinformatics analyses revealed the mean Hi-C contact probability of NTBS-NTBS interactions is 841/978 (86%) (Fig. 4B). 137/978 (14%) NTBS regions are closer to telomeric regions. Importantly, an iteration analysis showed that the NTBS are significantly closer to telomeres than randomized control regions (*p*-value 2.2e^−16^) (Fig. 4C). These data suggest that the chromatin organization dictates Est2-binding to NTBS.

**Fig. 4:**
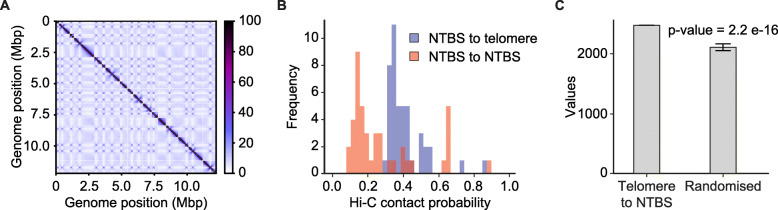
Hi-C data. **A** Representative Hi-C contact map of interchromosomal contacts plotted at 5-kb resolution. **B** Histogram of the Hi-C contact probability of NTBS-NTBS and NTBS-telomeres interaction. Hi-C data show that NTBS sites are closer to each other than to telomeres in roughly 86 out of 100 cases. **C** Telomere-NTBS interactions are statistically significant than random chance (*p*-value = 2.2e−16)

### DNA damage repair is not supporting Est2-binding to NTBS

Telomerase can act at DSBs under specific conditions [25, 26, 29, 30, 59–61]. In many cancers, telomerase is reactivated at telomeres as well as at internal sites and these events cause genome instability and can drive tumorigenesis [62–67]. In addition, telomeres are known to be hotspots to accumulate DNA damage, as indicated by high levels of γ-H2A. γ-H2A is a histone modification (phosphorylation) that occurs in response to DNA breaks [68]. We speculated that NTBS, which show similarities to telomeric G-rich repeats, are also DNA damage prone. We performed bioinformatic analyses that revealed a significant overlap between a DNA damage marker (phosphorylated histone H2A, γ-H2A) with NTBS sites (Additional file 2: Fig. S1G). NTBS, like telomeres, are significantly enriched in regions that accumulate high levels of γ-H2A (294/978) [*p*<0.0001] (Additional file 2: Fig. S1G). ChIP-qPCR using an anti-γ-H2A antibody was performed to confirm these results. We observed a 5–12-fold higher binding of γ-H2A to NTBS in comparison to a H2A S129A mutant, which cannot be phosphorylated (Fig. 5A) [69].

**Fig. 5:**
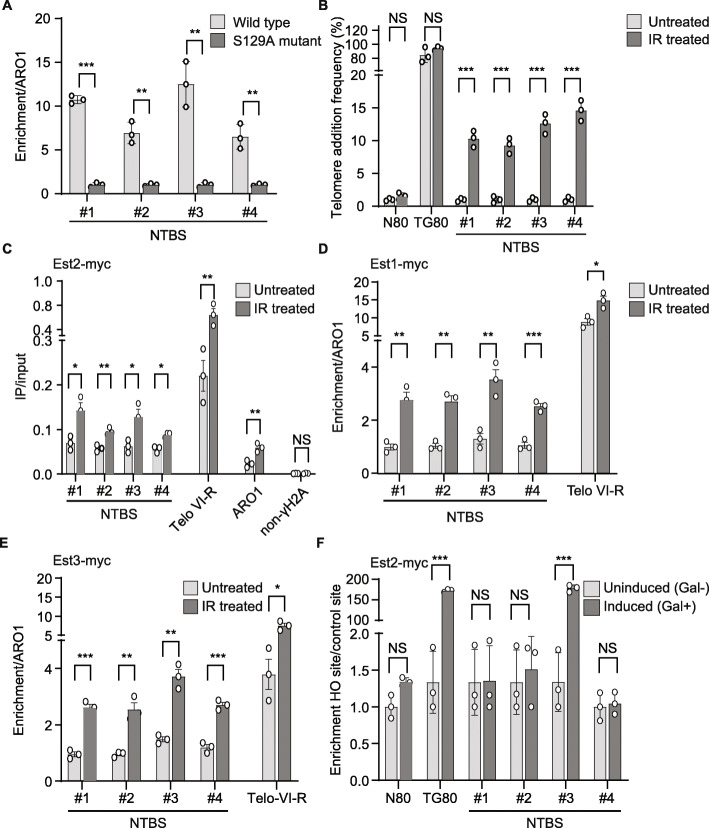
Est2 binding is affected by DNA damage. **A** ChIP-qPCR of γ-H2A-binding to NTBS regions demonstrating their DNA damage prone nature. H2A-binding to four NTBS (#1-#4) and compared to S129A mutant (no γ-H2A phosphorylation). Data plotted are mean ± SEM for *n* = 3 biological replicates with wild type (light grey bars) and S129 mutant (dark grey bars) conditions. Statistical significance compared to S129 mutant conditions were determined using Student’s *t*-test. **p-value < 0.01. **B** Telomere addition frequency was determined in undamaged (light grey bars) and in damage (IR, dark grey bars) and was calculated as described before [26]. For IR treatment, cells were irradiated at 20 Gy before crosslinking and immunoprecipitated using the standard procedures mentioned in the methods. Telomere addition frequency was measured using a genetic assay based on loss of distal *LYS2* gene (resistance to α-aminoadipate). TG80 and N80 were used as positive and negative control. TG80 contains 80 bp TG_1–3_ ; N80 contains 80 bp lambda DNA. **C–E** ChIP analysis of Est2, Est1, and Est3 to four NTBS and one telomere (VI-R) in undamaged (light grey bars) and damaging (IR, dark grey bars) conditions). For IR treatment, cells were irradiated at 20 Gy before crosslinking and immunoprecipitated using the standard procedures mentioned in the methods. **C** Est2-binding to NTBS, *ARO1* and non-γ-H2A regions. Data plotted are IP/Input values represented as mean ± SEM of *n* = 3 biological replicates. Statistical significance compared to untreated cells were determined using Student’s *t*-test. *p-value < 0.05 and **p-value < 0.01. **D** Est1-NTBS-binding. ChIP is normalized to ARO1 and represented as mean ± SEM. **E** Est3-NTBS-binding in undamaged (light grey bars) and damaging (IR, dark grey bars) conditions. Bars represent enrichment over ARO1. Data are represented as mean ± SEM for *n* = 3 biological replicates. Statistical significance compared to untreated cells were determined using Student’s *t*-test. *p-value < 0.05 and **p-value < 0.01. **F** Quantification of Est2-binding upon induction of cleavage at the HO site. Est2-binding by ChIP to NTBS near HO cut sites was monitored before (light grey bars) and after induction (dark grey bars) of HO endonuclease. Data were plotted as mean ± SEM of *n* = 3 biological replicates. Statistical tests were performed by comparing induced to uninduced conditions and were determined using Student’s *t*-test. ** *p*-value < 0.01

Due to high levels of γ-H2A, we conclude that NTBS regions are vulnerable to accumulate DNA damage. In yeast, DNA damage is mainly repaired by homologous recombination (HR). However also telomerase can act at DSB, which should be avoided to preserve genome stability. Rad52 is a critical protein for HR in yeast [23, 70]. We examined whether the enrichment of Est2 is altered in the absence of Rad52. At telomeres, Est2-binding was 2-fold reduced in *rad52Δ*. However, at NTBS, we did not detect significant changes in Est2-binding in *rad52Δ*, suggesting that Est2-binding to NTBS is not HR dependent (Additional file 7: Fig. S5A).

To further address whether Est2-binding to NTBS causes telomere addition, we quantified telomere addition using a telomere healing assay [26, 60] (Fig. 5B, Additional file 7: Fig. S5B). We speculated that telomerase is not active at this site, because Est1 and Est3 are not present (Fig. 2). A lack of de novo telomere addition would further support that telomerase is not active at NTBS. Telomere addition was observed if telomeric repeats (TG80) were added next to an HO endonuclease cut site. If a random sequence (called N80) was near the HO cut site no telomere addition occurred (Fig. 5B, D, Additional file 7: Fig. S5B). To address if NTBS act like telomeric sequences and enhance telomere addition, we cloned four different NTBS at the same position adjacent to an HO cut site (see Additional file 8: Table S3 for list of the NTBS). Addition of galactose led to the induction of the HO endonuclease and subsequent processing at the HO cut site. In dependency to the repair at the HO cut site, the cell either loses or retains the adjacent marker (*LYS2*). If the break is repaired by telomere addition, the *LYS2* marker is lost. If the break is repaired via non-homologous end joining, the *LYS2* marker is retained (Fig. 5B, Additional file 7: Fig. S5B). After the break induction colony formation was monitored. Colony counting revealed that no telomere addition was monitored at 4/4 NTBS regions whereas 100% telomere addition was observed at TG80 controls (Fig. 5B). These data confirm binding of inactive Est2 to NTBS.

### NTBS are hotspot for genome instability

Cancer is connected to increased telomerase activity and genome instability [71]. In multiple cancers, telomerase is activated and telomere addition can be observed at many internal sites, which drives genome instability, aneuploidy, and polyploidy [72–76]. To test if increased genome instability leads to telomerase activation at these sites, we treated cells with ionizing gamma radiation (IR) to increase overall DNA damage in cells. Following treatment, we monitored Est2-binding by ChIP-qPCR to NTBS and controls. We selected 20 Gy, which causes global DNA damage but leaves 80–90% of the cells viable [77]. Upon IR treatment Est2-binding to NTBS was significantly enhanced (1.5–3-fold) compared to untreated control cells (Fig. 5C). However, Est2-binding to *ARO1* also increased 2-fold but binding remained the same to a region devoid of γ-H2A-binding previously identified by genome-wide approaches [39] (Fig. 5C). We concluded that although NTBS have high levels of γ-H2A, enhanced global DNA damage stimulates Est2-binding to NTBS and leads to Est2-binding to additional internal sites (for example, *ARO1*).

NTBS are prone for DNA damage (Fig. 5A, B, Additional file 7: Fig. S5A-B) and Est2-binding is stimulated upon IR (Fig. 5C). To test if an active telomerase complex assembles during DNA damage at NTBS, we performed ChIP analyses with Est1 and Est3 after IR treatment. Interestingly, both proteins bind to NTBS upon IR treatment 2–4-fold more compared to untreated control cells, supporting the conclusion that in untreated cells telomerase enzyme is inactive, but upon damage the holoenzyme assembles (Fig. 5D, E, gray bars). To check if elevated binding of Est1 and Est3 are mediated via enriched binding of Cdc13 or Ku70 after IR treatment, we performed ChIP-qPCR after IR treatment. Asynchronous cells were treated with IR and binding of Cdc13 and Ku70 was monitored by ChIP-qPCR. Analysis revealed that upon IR treatment, no significant binding was observed for neither Cdc13 and Ku70 to NTBS (Additional file 5: Fig. S3C-D). These data indicate that upon damage, Est1 and Est3 are recruited to NTBS because of the presence of Est2. Because we can exclude that Est1 and Est3 are recruited by similar mechanisms as to telomeres, it is not clear how they are recruited to NTBS-Est2.

We next wanted to determine if a specific break at the NTBS stimulates Est2-binding similar to IR treatment. We performed ChIP-qPCR after HO induction to quantify Est2-binding to NTBS [60]. HO induction resulted in a specific cleavage near the NTBS as opposed to IR treatment wherein global DNA damage occurs. ChIP-qPCR quantification revealed that Est2 associates to NTBS near the HO sites but binding of Est2 is not stimulated upon HO induction apart from one NTBS site (Fig. 5F). This indicated that a threshold of global damage is required for Est1- and Est3-binding to NTBS regions (Fig. 5D, E). Next, we investigated if increased global DNA damage not only results in more Est1-, Est2-, and Est3-binding, but also leads to telomerase activation. To monitor telomere addition, we used the previously described telomere addition assay where we inserted NTBS near HO sites after IR treatment (see Additional file 7: Fig. S5B). Colony formation showed that upon increased global DNA damage telomere addition can be monitored at 4/4 NTBS sites (Fig. 5B). We could demonstrate that NTBS are parking spots for Est2 in normal conditions, but hotspots for telomere addition if overall DNA damage increases in these cells. We predict that these sites are marked for telomere addition due to the presence of Est2.

## Discussion

We identified internal DNA binding sites of Est2 and addressed the questions: how Est2 is recruited and localized to NTBS. Multiple studies have focused in the past on telomerase recruitment [5], and its activity and regulation at telomeres vs. DSB [16, 29, 78]. The here determined internal binding regions of Est2 binding leads to the hypothesis that internal Est2 binding sites are prone for telomere addition and cause genome instability.

Our data demonstrates that Est2 binds to over 900 NTBS. These sites are TG-rich and which has similarities to telomeric repeats in *S. cerevisiae* (Fig. 1). The cell cycle specific binding pattern of Est2 either to telomeres (S phase) or to NTBS (G1/G2 phase) suggests a cell cycle specific recruitment process. Therefore, we investigated if Est2 is recruited to NTBS via similar mechanisms as to telomeres. We observed that Est2 is not recruited to NTBS via similar mechanisms than it is to telomeres (Cdc13, Ku70/80, R-loops, Pif1, Mlh1) (Fig. 3, Additional files 5, 6: Fig. S3, S4). Furthermore, neither HR (Additional file 7: Fig. S5B), heterochromatin formation, or replication pausing [20, 36] (Additional file 6: Fig. S4) is the cause of Est2-binding to NTBS. Est2-binding to NTBS is also TLC1-independent (Fig. 2E). But we observed enhanced binding of Est2 to NTBS when TLC1 is missing in the cells (Fig. 2E). We anticipate that without TLC1, Est2 is no longer efficiently recruited and anchored to telomeres and therefore “free” to bind to other (internal) G-rich regions. Our data suggest that the three dimension organization of the chromatin dictates and supports Est2 localization to NTBS, which we indeed could show in Hi-C analysis (Fig. 4). Telomere looping maintains the telomere position effect (TPE), leading to the repression of transcription of telomere-adjacent genes [34]. How telomere looping is mediated, if its function is only to maintain the TPE, and whether Est2 is involved in this process are not clear, yet. It is likely that other DNA structures support this looping and sequestering of Est2 to NTBS. We speculate that G4-G4 interaction might support this looping, because telomeres as well as NTBS are regions prone for G4 formation. NTBS overlap to published G4 regions (*p*<0.0001) [39] (Additional file 2: Fig. S1B). In addition, G4 formation has also been discussed to promote long-range DNA interactions [79–81], which makes it tempting to speculate that G4 might support Est2-binding to NTBS. The function and relevance of G4 structures for telomere maintenance is a long ongoing discussion. Multiple data show how G4 formation can alter different aspects of telomere maintenance [82, 83], such as binding of telomere binding proteins [84], altering telomerase function [83–87], or the telomere organization within the nucleus [84, 85, 88].

Telomere addition at DSB contributes to genome instability and should be always prevented. Our finding that Est2 binds under normal wildtype conditions to internal sites is counterintuitive and raises the question of telomere addition at NTBS and their impact on genome stability. In unchallenged yeast cells Est2 binds to NTBS without the telomerase subunits Est1 and Est3 (Fig. 2), which are required in vivo for full telomerase function [5]. Consequently, no telomere addition can be monitored (Fig. 5B). But the binding of Est2 to NTBS increased upon IR treatment and under these conditions even Est1 and Est3 bind to NTBS (Fig. 5C–E). Interestingly, one single break induced by a HO endonuclease is not sufficient to enhance Est2-binding and no telomere addition was detectable (Fig. 5B, F). However, after IR treatment NTBS show telomere addition at 10–15% whereas no telomere addition is monitored at the N80 control region (Fig. 5B). Our data agree with studies in which multiple novel telomere addition sites were identified after DNA damage [24, 25]. In the first study, internal regions in the yeast genome were identified as the site of repair-associated telomere addition (SiRTA). In the second study, deep sequencing of yeast cells with an overload of DNA damage revealed novel sites of telomere addition. In general, uncontrolled telomere addition is regulated by the Pif1 helicase in yeast [28, 29, 31, 86]. Without Pif1 multiple telomere additions sites can be detected within internal regions [28]. NTBS sites overlap significantly with Pif1-binding sites (Additional file 2: Fig. S1D), but Est2-binding is not restricted by the presence of Pif1 (Additional file 6: Fig. S4A). We speculated that only 10–15% telomere addition were measured at NTBS in the telomere addition assay, because cells still have a functional Pif1 helicase, which prevents telomerase action to a certain extend.

Our study provides a comprehensive global occupancy map of yeast telomerase and presents a panel of sites at which telomere addition is prone to occur upon DNA damage (Fig. 6). Our data suggest a model in which under normal conditions Est2 binds to telomeres in S phase and to NTBS during G1 and G2 phase. Est2 binding to NTBS is supported by the 3D organization of the chromatin. Under unchallenging conditions, Est2 is inactive (parked) and no telomere addition occurs at internal sites (Fig. 6). Upon global DNA damage, Est1 and Est3 joint Est2 at NTBS and telomere addition occurs, and genome instability is enhanced.

**Fig. 6:**
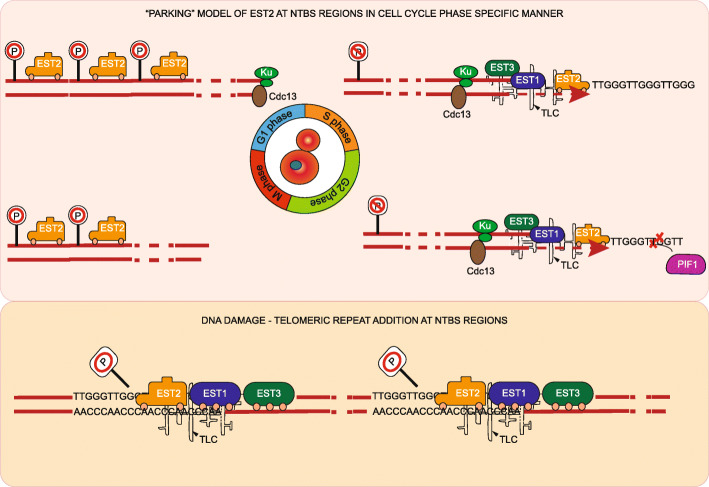
Parking model of Est2 at NTBS regions in cell cycle and DNA damaging condition. Est2 is parked at multiple internal regions, termed as NTBS (denoted by “parking” sign) within the genome in G1 and G2 phases. In S-phase, Est2 forms an active telomerase unit with Est1, Est3, and Tlc1 template along with recruitment factors Cdc13 and Ku70. Pif1, a helicase, can negatively regulate the telomerase activity. Under conditions of DNA damage, this parking is disrupted and telomerase subunit Est2, misrecognizes the breaks at NTBS regions as ends of chromosomes, and adds telomeric repeats to these regions, causing genome instability

## Conclusions

Telomere addition within the genome is observed in human cancer and congenital disorders [18, 89–91]. Telomerase-associated signatures in cancer and subtypes reveal that telomerase is not limited to ends of chromosomes but has additional functions [62–65, 67, 92–94]. Our work provides a genomic map of potentially vulnerable internal sites where telomerase subunits can bind. We reveal a novel mechanism of how telomerase is regulated in a 3D context and distinguishes between internal telomeric regions and chromosome ends. Further, the here-presented data give new insights related to genome stability and indicates certain internal regions that are more prone for telomere addition than other sites. The observation that the three-dimensional organization of telomeres alters during the cell cycle and that this organization is distorted in cancer cells [95–97], leads to the speculation that a similar mechanism also exists in higher eukaryotes.

## Methods

### Strains, plasmids, and media

All yeast strains, primers, and plasmids used in the study are listed in Additional files 8, 9, 10: Table S3, S4, and S5, respectively. Proteins were epitope-tagged at their internal loci using TRP as a marker with thirteen Myc epitopes unless stated otherwise [98]. All the strains were grown in standard YPD media under standard conditions. The epitope tagging and deletions were confirmed using PCR and sequencing before performing subsequent experiments. The strains with Est2-G8-myc in *tlc1Δ*, *est1Δ*, *est3Δ* were a generous gift from the Zakian lab. All these diploid strains were sporulated and freshly dissected spores of desired genotypes were used for ChIP analyses. RNH1 plasmid for overexpression of RNase H1 was a kind gift from Brian Luke lab.

### Chromatin immunoprecipitation (ChIP) and qPCR

ChIP experiments were performed as described previously [7]. Briefly, yeast strains were grown to OD of 0.4–0.6 and crosslinked with 1% (v/v) formaldehyde for 5 min followed by quenching of the crosslinker with the addition of 125 mM glycine. Cells were centrifuged and washed once with HBS buffer and with ChIP lysis buffer. The pellet was resuspended in ChIP lysis buffer and snap-chilled in liquid nitrogen and stored in −80°C. Frozen cell pellets were thawed, and cells were lysed using glass beads in a FastPrep (MP Biomedicals) in two rounds (60 s followed by 30 s with incubation on ice for 4 min). Chromatin was sheared to 200–1000 bp using Bioruptor Pico (Diagenode) with these settings: high intensity, 30 s ON, 30 s OFF, 7 cycles. Shearing quality was estimated on an agarose gel. Eight-microgram c-Myc antibody (Clontech) was added to the sheared chromatin and incubated at 4°C for 1 h followed by incubation with 80 μl Dynabeads protein G (Invitrogen) for 2 h. Beads were washed sequentially with SDS buffer, high-salt buffer, Tris-Lithium buffer, and Tris-EDTA buffer to remove non-specific bound DNA. Immunoprecipitated DNA was eluted using Tris-EDTA +1% SDS followed by incubation at 65°C to reverse the crosslink. Immunoprecipitated DNA was purified using Qiagen PCR purification kit and used for subsequent analyses. qPCR was performed using SyBr Green (Roche) and fold enrichment of binding regions was quantified using IP/Input method normalized to ARO1 (non-specific binder) values. Prism7 (GraphPad) was used to plot the graphs and the *p*-value was calculated using Student’s *t*-test. For IR treatments, the cells were subjected to 20 Gy of IR and allowed to recover for 30 min at 30°C before being subjected to crosslinking and ChIP.

### Telomere healing assay

Telomere addition events were quantified as described previously [26, 30]. Yeast cultures were grown overnight in XY media (10 g l^−1^ yeast extract, 20 g l^−1^ bactopeptone, 0.1 g l^−1^ adenine, 0.2 g l^−1^ tryptophan) + 2% glucose to log phase and subcultured into XY + raffinose (2%) for overnight growth. Fifteen micrograms per milliliter nocodazole was added to the cells to a density of 5–7.5 × 10^6^ cells ml^−1^ for 2 h to synchronize cells in the G2/M phase. 3% galactose was added to induce HO endonuclease expression in the strains and samples were collected after 4 h of galactose induction. Cells were plated on XY+glucose plates before and after induction of HO endonuclease and grown for 2–3 days. The total number of colonies were counted, and colonies were replica-plated to media without lysine and media with α-aminoadipic acid (α-AA) to identify the cells which have lost the distal *LYS2* gene on chromosome VII. The frequency of telomere addition was calculated as the percentage of colonies that were α-AA-resistant after HO induction. For IR experiments, the cells were exposed to 20 Gy after galactose induction and recovered for 2 h.

### Cell cycle analysis and chromatin immunoprecipitation (ChIP)

Cell synchrony experiments were performed as described previously [41]. Briefly, 320-ml yeast culture at an OD of 0.15 was arrested in G1 phase using alpha factor at a concentration of 5 μg ml^−1^ for 3–4 h. The cells were examined microscopically for shmoos. Cells were filtered and resuspended in fresh YPD media and released into YPD+pronase at 24°C. Samples were collected after every 15 min for FACS analysis and cross-linking was performed using the conditions mentioned above. FACS samples were spun down and fixed in 70% (v/v) ethanol overnight at 4°C. Cells were washed with 50 mM Tris buffer (pH 7.8) followed by RNase digestion for 5 h at 37°C and proteinase K digestion for 60 min at 50°C. Cells were sonicated with low intensity (30 s on, 30 s off, 3 cycles) to break clumps and incubated with SYTOX Green before being subjected to FACS analysis. FACS data was analyzed with FlowJo (BD).

### ChIP-chip

ChIP was performed as described above and for genome-wide analysis, immunoprecipitated DNA was amplified, labeled with minor modifications of Agilent Yeast ChIP on chip protocol v9.2. Binding sites were identified using ChIPOTle 2.0 [99] and corrections were applied to control for the false discovery rate as described in [41]. The identified sites and their location within the genome are listed in Additional file 1: Table S1.

### Hi-C methods

The Hi-C protocol used here was amended from the Hi-C 2.0 [100] to yeast cells. Briefly, *S. cerevisiae* diploid cells were grown in YPD (1% yeast extract, 2% peptone, 2% glucose) to exponential phase, and 100 ml of cells (50–80 OD, sufficient for 1 Hi-C library) was fixed with formaldehyde at 3% final concentration for 20 min at 30°C, 250 rpm, and quenched by incubating with a final concentration of 0.35 M glycine (2× the volume of formaldehyde added) for an additional 5 min. Cells were washed with water and pellets were snap frozen and stored at −80°C. Cells were thawed, washed in spheroplasting buffer (SB, 1 M sorbitol, 50 mM Tris pH 7.5), and digested with 10 μg ml^−1^ Zymolyase 100T in SB containing 0.5% beta-mercaptoethanol for 10 min at 35°C. Cells were washed in restriction enzyme buffer (NEB3.1) and chromatin was solubilized by adding SDS to 0.01% and incubating at 65°C for 5 min. Excess SDS was quenched by addition of Triton X100 to 1%. Chromatin was incubated with 400 U of DpnII overnight at 37°C and 400 rpm. DpnII was inactivated by incubation at 65°C for 20 min and DNA ends were filled-in with nucleotides substituting dCTP for biotin-14-dCTP using Klenow fragment DNA polymerase I at 23°C for 4 h in a thermomixer (900 rpm mixing for 10 s every 5 min). The sample volume was diluted 2-fold and crosslinked DNA ends ligated at 16°C for 4 h using 50 U of T4 DNA ligase in 1x T4 ligation buffer (Invitrogen), 1% Triton and 0.1 mg ml^-1^ BSA.

Crosslinks were reversed overnight at 65°C in the presence of proteinase K (400 μg ml^−1^) and an additional 2 h with another addition of proteinase K (400 μg ml^−1^). DNA was purified by phenol:chloroform:isoamylalcohol (25:24:1) extraction and precipitated with 2.5 vol ethanol, dissolved in TE (10 mM Tris pH 8.0, 0.1 mM EDTA) and washed and concentrated with an Amicon 30 kDa column, before treating with 10 μg/ml of RNase A at 37°C for 30 min. Biotin was removed from unligated ends by incubation with 0.3 U μl^−1^ T4 DNA polymerase and low abundance of dATP and dGTP (25 μM each) at 20°C for 4 h and at 75°C for 20 min for inactivation of the enzyme. DNA was washed on an Amicon 30 kDa column and subsequently fragmented using a Covaris M220 ultrasonicator (duty factor 20%, 200 cycles/burst, 240 s, 20°C). DNA ends were repaired using T4 DNA polymerase, T4 polynucleotide kinase, and Klenow fragment DNA polymerase I. Biotinylated fragments were enriched using Streptavidin C1 magnetic beads (Invitrogen). DNA ends were A-tailed and NextFlex (Bioo Scientific) barcoded adapters were ligated while the DNA was on the beads. Resulting libraries were minimally amplified by PCR and sequenced using paired end 75 bp reads on a NextSeq550 (Illumina).

### Hi-C bioinformatic analyses

We performed iteration analyses to quantify the overlap between NTBS sites and genomic features such as ORFs, Pif1-binding sites and DNA damage sites. We then mapped the sequencing reads to the yeast genome using the HiCUP pipeline [101]. Statistical analysis of the telomere proximal ends was performed using custom R scripts and significance of the results was determined by non-parametric Wilcoxon-rank tests.

### Generation of Hi-C contact maps

Paired-end sequencing reads were mapped independently to the genome of *S. cerevisiae* S288C (NCBI Primary Assembly: GCF_000146055.2) using Bowtie 2.3.5 [102] and an algorithm which iteratively increases truncation length to maximize yield of valid Hi-C interactions. Only read pairs with both reads uniquely aligned to the genome were considered for subsequent steps. The S*. cerevisiae* genome was then divided into restriction fragments produced by the restriction enzyme DpnII. Each read of a read pair was sorted into its corresponding restriction fragment. Read pairs were classified as valid Hi-C products, non-ligation or self-ligation products; only valid Hi-C products were considered below.

To create interaction matrices, the *S. cerevisiae* genome was first divided into bins of length 10 kbp. We then assigned valid Hi-C products to the bins proportional to their overlap, i.e., each read contributes a count of one to the contact map, but it can be split between bins. As raw Hi-C contact frequency maps are biased due to the uneven distribution of restriction enzyme sites, differences in GC content, and the mappability of individual reads, we normalized raw contact maps using the Sinkhorn-Knopp balancing algorithm. Resulting matrices were normalized so that Hi-C scores for each row and column sum to 1. Subsequent analysis and visualization were done using Python and R scripts. (http://projecteuclid.org/euclid.pjm/1102992505).

To quantify NTBS-NTBS vs. NTBS-telomeres interactions, we assigned NTBS sites and telomeres to the respective bin of the Hi-C contact matrix of wild-type *S. cerevisiae* and collected the respective Hi-C contact probabilities. We then checked for each NTBS site whether its contact probability with one of the two telomeres is higher than the mean contact probability with all the other NTBS sites. This analysis yielded that NTBS sites are closer to each other (86%) than to telomeres (14%).

## Supplementary Information

**Additional file 1: Supplementary Table S1.** Genomic coordinates of NTBS regions discovered in at least three out of five independent ChIP-chip experiments.

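Supplementary Table S1 gives each NTBS as an interval in steps of 100 bp with the number of experiments that covered it. The copy of the table read here holds 950 intervals, fewer than the paper counts, so it is described and not tested. The study also chose these sites from ChIP-chip data of this series, so their high ratios are not independent evidence. Of the 950 intervals, 787 overlapped at least 1 probe in the older coordinates of the array design (1214 probes), and their median length was 200 bp. Their probes lay above all other probes by 0.89 ± 0.49 in log2 ratio (SD, n = 8 arrays, red over green, likely IP over input). The difference was 0.43, 0.44 and 0.53 on replicates 1 to 3, and 1.10, 1.15, 0.66, 0.95 and 1.88 on replicates 4 to 8. The share of these sites above the array's median was 64.7% to 66.1% on replicates 1 to 3 and 82.4% to 96.8% on replicates 4 to 8. In 743 of the 787 sites the mean over arrays was above 0, and 197 sites were above 0 on all 8 arrays. Sites listed with a coverage of 3 (600 sites) had a mean of 0.71 ± 0.44, those with 4 (152 sites) 0.98 ± 0.55, and those with 5 (35 sites) 1.30 ± 0.82 (SD over arrays, n = 8). Their probes had a GC content of 39.2%, against 37.3% for other probes, and 13.6 TG plus CA dinucleotides per 100 nt against 12.4.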

**Additional file 2: Supplementary Figure S1. A** Snapshots of IGV browser showing the presence of NTBS #1-4 in the yeast genome. **B-F** Bioinformatics’ analyses demonstrating the overlap of genomic features with the NTBS regions. P-value denotes statistical significance of their enrichment in the NTBS set between the features and NTBS regions. In **B** NTBS vs. G4s, **C** NTBS vs R-loops, **D** NTBS vs. Pif1-binding sites, **E** NTBS vs. DNA Pol2 sites *in pif1-m2* cells, **F** NTBS vs. DNA Pol2 sites and **G** NTBS vs. γ-H2A-binding sites significantly overlapped with NTBS regions.

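The log ratio averaged over the probes of each ORF ranks genes by their signal. HSP150, which encodes a secreted cell wall mannoprotein, had the highest mean among ORFs with at least 2 probes and the same sign on all arrays, at 1.87 ± 0.90 in log2 (SD, n = 8 arrays, limma adjusted p = 0.00623). UTH1, a SUN family gene, followed at 1.70 ± 0.74, with the transcription factor gene MCM1 at 1.63 ± 0.70 and PRY2, which encodes a secreted sterol-binding protein, at 1.62 ± 0.74 (limma adjusted p = 0.00623 for each). ADH4 stood at 1.61 ± 0.97, with 1 of its 4 probes dark in the green channel, and ESS1, a prolyl isomerase that acts on RNA polymerase II, at 1.55 ± 0.68. Enzymes of glycolysis and fermentation were FBA1 at 1.52 ± 0.79, ADH1 at 1.51 ± 0.87, TDH3 at 1.42 ± 1.03 and PGK1 at 1.37 ± 0.80. Also among the 15 highest were ATS1 at 1.53 ± 1.09, the riboflavin synthesis gene RIB1 at 1.47 ± 0.64, the malic enzyme gene MAE1 at 1.40 ± 0.63, the nucleolar prolyl isomerase gene FPR3 at 1.37 ± 0.70 and ILV6, a regulatory subunit of acetolactate synthase, at 1.37 ± 0.66. At the other end were CSN9, a subunit of the COP9 signalosome, at -1.61 ± 0.90, ILM1 at -1.59 ± 1.27 and LSM7, which acts in mRNA decay and splicing, at -1.39 ± 1.14. YHR130C at -1.79 ± 1.14 and YBL029W at -1.58 ± 1.09 each have 1 probe dark in the green channel. Of the telomerase subunit genes, EST1 lay at -0.70 ± 0.34 (limma adjusted p = 0.026), EST2 at -0.28 ± 0.46 and EST3 at -0.88 ± 0.86, which did not pass. CDC13 at 0.22 ± 0.29, RAP1 at 0.25 ± 0.51, PIF1 at 0.27 ± 0.45 and SIR4 at 0.09 ± 0.29 did not pass either. Of 5535 ORFs tested, 395 were above the array median and 119 below it at a limma adjusted p under 0.05. HSP150, ATS1, ADH1, TDH3 and LSM7 did not pass after a correction for probe GC content (limma adjusted p = 0.0659, 0.0625, 0.0838, 0.0569 and 0.0586). Their log2 ratios were then 0.81, 0.91, 0.64, 1.07 and -1.23, so HSP150 and ADH1 moved most. The correction left 147 ORFs above and 53 below. Nor did ATS1 pass without replicate 4 or 5 (1.46 for each), TDH3 without 5 (1.41) or 7 (1.28), ILM1 without 4 (-1.70) or 8 (-1.35), LSM7 without 1, 3, 4 or 8 (-1.31 to -1.18), or EST1 without 4, 5, 7 or 8 (-0.73 to -0.66). After loess normalization 0 ORFs passed in limma (390 above and 337 below at an unadjusted p under 0.05), and without replicate 4, 5, 6, 7 or 8 the count above was 136, 134, 252, 227 or 186. The count below was then 20, 37, 74, 50 or 37, and 66 without replicate 3.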

**Additional file 3: Supplementary Table S2.** Table defining the NTBS overlap with gene bodies, percentage overlap of NTBS region and the gene and gene function description.

**Additional file 4: Supplementary Figure S2.** Est2-binding to NTBS regions in absence of telomerase components TLC1 and Est1. **A** Cell cycle progression was monitored with flow cytometry and FACS analysis demonstrated the cell cycle stage of synchronized cells in wild type, *tlc1Δ* and *est1Δ*. **B-D** Est2-binding to NTBS #2-#4 in wild type (closed circles), *tlc1Δ* (open squares) and *est1Δ* (open triangles). A reproducible increase of Est2- NTBS-binding was observed in absence of tlc1 and est1 in independent replicates. The data plotted are standard mean ± SEM for n = 3 replicates.

**Additional file 5: Supplementary Figure S3.** Canonical telomerase recruitment factors, Cdc13 and Ku7 0, do not bind to NTBS. **A** Cdc13-binding to four NTBS (#1-#4) and telomere VI-R was monitored by ChIP-qPCR in synchronous cultures. ChIP analysis of Cdc13 in different cell cycle stages did not show enrichment to NTBS regions. Data plotted are mean ± SEM) normalized to ARO1 levels at respective timepoints. **B** Cell cycle analysis was determined using flow cytometry. Representative graphs demonstrating different cell cycle stages after release from α-factor. **C** Cdc13 and **D** Ku70-binding to NTBS regions in undamaged (light grey bars) and damaging conditions (IR, dark grey bars). No statistically significant enrichment of Cdc13 and Ku70 was observed to NTBS regions. Data represented are mean ± standard error for n = 3 biological replicates. Statistical significance compared to untreated cells were determined using Student’s t-test. * p-value < 0.05.

**Additional file 6: Supplementary Figure S4.** Est-NTBS interaction is independent of regulatory factors, Pif1, Mlh1, R-loops, heterochromatin stage and Sir4. Est2-binding to NTBS regions (NTBS#1-#4) in wild type (grey bars) and absence of regulatory factors (white bars) **A** Est2-NTBS-binding was evaluated using ChIP-qPCR in *pif1-m2* cells that express reduced nuclear Pif1, negative regulator of telomerase. No significant change was observed in *pif1-m2* cells (dark grey bars) compared to wild type condition (light grey bars). **B** R-Loops were resolved using overexpression of RNAseH1 plasmid (RNH1) (dark grey bars) compared to wild type condition (light grey bars). **C** ChIP-qPCR of Est2-NTBS-binding in *mlh1∆* (suppressor of genomic telomere insertions) cells (dark grey bars) compared to wild type condition (light grey bars). **D** Est2-NTBS interaction in *sir4∆* cells (dark grey bars) compared to wild type condition (light grey bars). No statistically significant enrichment to NTBS sites were observed for all the tested conditions. **E** Est2-NTBS interaction in *sin3∆* (component of histone deacetylase complexes) cells (dark grey bars) compared to wild type condition (light grey bars). No statistically significant enrichment to NTBS sites were observed for all the tested conditions. Data represented are mean ± SEM. Statistical significance was calculated in comparison to ARO1 levels for n = 3 biological replicates and determined using Student's t-test. No statistically significant enrichment to NTBS sites were observed for all the tested conditions.

**Additional file 7: Supplementary Figure S5.** HR connection to Est2-NTBS interaction and schematic of telomere healing assay. **A** Est2-binding to NTBS regions in wild type (light grey bars) and in absence of Rad52 (dark grey bars). Bars represent mean ± standard error mean for n = 3 biological replicates. The significance was calculated between wild type and *rad52Δ* cells using Student’s t-test. * p-value < 0.05. **B** Telomere healing assay description. NTBS regions cloned adjacent to HO site were subjected to HO cleavage to create a double stranded break. Lysine (LYS2) marker was lost upon telomere addition and retained if the break was repaired.

**Additional file 8: Supplementary Table 3.** List of bacterial strains used in this study.

**Additional file 9: Supplementary Table 4.** List of yeast strains used in this study.

**Additional file 10: Supplementary Table 5.** List of primers used in this study.

## Data Availability

The datasets generated during this study are available at Gene Expression Omnibus (GEO) GSE143187 [103].

## Abbreviations

ARS: Autonomously replicating sequence
ChIP: Chromatin immunoprecipitation
DNA: Deoxyribonucleic acid
DSB: Double-strand break
FACS: Fluorescence-activated cell sorting
G4: G-quadruplex
GCR: Gross chromosomal rearrangement
HR: Homologous recombination
IR: Ionizing gamma radiation
MRX: Mre11-Rad50-Xrs2
NTBS: Non-telomeric binding sites
ORF: Open reading frames
RNA: Ribonucleic acid
SGD: *S. cerevisiae* genome database
SiRTAs: Sites of repair-associated telomere addition
TERRA: Telomeric repeat-containing RNA
TPE: Telomere position effect

How the deposited data were processed for this re-analysis (not part of the article)

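The data are 8 Agilent 2-colour whole-genome yeast arrays of the Est2 ChIP, each holding IP and input DNA. No other condition of the paper is among the samples mapped, so the ChIP-qPCR, Hi-C and telomere addition experiments were not analysed here. The authors' files hold, for each feature, the red and green intensity after background subtraction and dye normalization by the Agilent Feature Extraction software. The authors also deposited a table of log2 ratios, the log2 of red over green for each feature and array, which is not centred. This table differed from the ratio of both intensities by over 0.01 at 7 to 749 features per array, and it was used as an alternative.

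The array carries 45219 features, of which 3444 are controls. The 41775 probes comprise 41474 of the nuclear genome, 295 of the mitochondrial genome and 6 with no position. Of the nuclear probes, 41380 match the genome once and 94 match it several times. Spots that the scanner software marked as non-uniform outliers were left out (2 to 632 probes per array). Log2 of red over green was computed for each probe and each array was centred on its median, which was 0.01 to 0.55 before centring. Positions were taken from the files, which give them on the R64 build as 5652 of 5684 gene positions showed. GC content and dinucleotides were read from the probe sequences, because no genome sequence was used here. Chromosome ends are those of the outermost annotated gene or probe.

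Probes and genes were tested with limma 3.58.1 in R 4.3.3, with an intercept only and empirical Bayes moderation, followed by Benjamini-Hochberg adjustment at 0.05. A gene's value on an array was the mean of the probes inside its ORF. The test is two-sided and counts features above and below the array median. On simulated arrays with 200 shifted features, a log2 shift of 1 was recovered in 0.0% of probes and 61.5% of genes, and a shift of 2 in 43.5% of probes and 95.0% of genes (40273 probes and 5513 genes measured on all arrays).

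Regions were called after the scheme of ChIPOTle 2.0, whose window and step the paper's text does not name. On each array the centred ratios were divided by their SD and averaged over windows of 500 bp moved by 100 bp. The null was a normal distribution whose SD came from the values below the median, reflected about it, with Benjamini-Hochberg adjustment at 0.05. A step counted as bound when at least 3 arrays called it, neighbouring steps were merged, and steps within 10 kb of a chromosome end were set apart as telomeric. The paper identifies its sites from median standardized values, from 5 experiments. The same procedure was run with the sign turned. Regions were compared with 1000 random placements of the same lengths, some of them matched on GC content, with two-sided permutation p-values. On simulated arrays of independent normal values, which match this null, no step was called outside the sites put in. Real arrays shifted independently along the genome gave at most 0 steps on the likely IP side and 35 with the sign turned. The simulated rate therefore does not carry over to these data.

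Values per array were tested with exact two-sided sign-flip permutation tests over the 8 arrays, whose smallest p is 0.00781, with Benjamini-Hochberg adjustment over the 21 lists and classes. Lists were ribosomal protein genes, glycolysis and fermentation, translation factors, chaperones, histones, ribosome biogenesis, amino acid biosynthesis, the proteasome and mitochondrial ribosomal proteins. Further lists were telomerase and telomere proteins, double-strand break repair, meiosis and sporulation, glucose-repressed genes, and the seripauperin and COS families. Classes were tRNA, snoRNA and rRNA genes, the mitochondrial genome, and divergent, tandem and convergent intergenic regions. Replication origins, centromeres, LTRs and telomere elements were not analysed here. The lists, the tests and the alternatives, apart from those named as chosen later, were set before the data were examined. Codon adaptation was computed from codons that probes hold in frame, with ribosomal protein genes as the reference, for 4803 of 5535 ORFs.

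The genes named in the text follow a rule. They are the 15 ORFs with the highest and the 5 with the lowest mean among ORFs with at least 2 probes, an adjusted p under 0.05 and the same sign on all 8 arrays, outside 10 kb of the ends. To these come the telomere genes and NTBS that the paper names, the 5 highest of the 56 genes of Table S2, and up to 4 examples of each list, of which 1 is not reported here. That table's values had been seen when the rule was written. Genes of called regions, and PHO90, are named because of their region or sequence and were chosen after their values were seen.

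Alternatives were windows of 300 and 1000 bp, an adjusted p under 0.01, at least 5 of the 8 arrays, the median over arrays, 20 kb left out at each end, 50% of a region inside an ORF, probes within 1 kb of an amplicon or an end, a normexp background correction with an offset of 50, loess normalization within arrays, the table of log2 ratios, probes well above background on all arrays (39314), probes with 1 match, a lowess correction for probe GC content, and leaving out each array in turn. Chosen after seeing the data were leaving out replicates 1, 2 and 3 together, and leaving out the 419 probes over 3 SD below the green mean on at least 3 arrays. Statistics and plots used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.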

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

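No test in this part was chosen after its result was seen. In 4 of 47 sets of 8 array values tested, 1 array lay far from the other arrays by Dixon's criterion, which chance meets in about 1 of 20 sets. For mitochondrial ribosomal protein genes, the difference from other ORF probes was 0.54 on replicate 2, and the nearest array stood at 0.05. Meiosis and sporulation genes lay at -0.85 on replicate 8, with the nearest array at -0.46. Genes of the seripauperin and COS families lay at 1.16 on replicate 8, against 0.66 on the nearest array. The mitochondrial genome lay at -1.66 on replicate 4, against -0.26 on the nearest array.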

How the results depend on the processing

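Chosen only after results were seen were the settings without replicates 1, 2 and 3 together and without probes dark in the green channel. No paired analysis was possible because all 8 arrays belong to 1 group and each holds both channels. A slide as a block, or a mean per slide, was not run because the files hold no slide or scan date. Over all settings, leading results were the same in 266 cases, moved in 77, weaker in 14, stronger in 4 and reversed in 3. Gene lists were the same in 270, weaker in 61 and reversed in 5. Named genes were the same in 1168, weaker in 154, stronger in 16 and reversed in 1. Same includes results that passed in neither setting, even with a turned sign. Of 100 sign patterns over the arrays, 1 (the real one) gave as many called probes (178, highest other 1). The same held for genes (514, highest other 0). Random signs of whole arrays thus do not account for these counts. A bias of GC content, dye or intensity shared by all arrays would also pass, and the test says nothing on single probes or genes. No fit with replicates 1 to 3 and 4 to 8 as blocks was run. Although 95.4% to 100.0% of probes per array stood well above background, the handling of background and the choice of probes by it changed the counts of regions and probes. A shift of 1 (log2) in single probes was not recovered in simulated arrays. Values of GC content itself after the GC correction are largely set by that correction. The cause was not tested for any of the other changes that follow.

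Probes above and below (106 and 72, limma; 3441 and 4987 at an unadjusted p under 0.05) became 0 and 0 at an adjusted p under 0.01, 277 and 410 with the normexp background, 0 and 0 with loess within arrays (2408 and 2596 unadjusted), 62 and 35 for probes well above background, 0 and 0 with the GC correction (2996 and 4677 unadjusted), and 1140 and 440 without replicates 1, 2 and 3 together. Leaving out 1 array gave 0 to 444 above and 0 to 501 below. Genes above and below (395 and 119) became 37 and 0 at an adjusted p under 0.01 (539 and 179 unadjusted at that level), 0 and 0 with loess (390 and 337 unadjusted), 147 and 53 with the GC correction, and 833 above without replicates 1, 2 and 3 together, with 134 to 519 above and 20 to 165 below when 1 array was left out.

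Regions of the red-over-green side (20) became 9 with windows of 300 bp, 11 at an adjusted p under 0.01, 2 in at least 5 of the 8 arrays, 13 with 20 kb left out at each end, 64 from the median over arrays, 1 with the normexp background and 4 without dark probes, and 6 to 20 when 1 array was left out. With the sign turned (132) they became 215 with windows of 1000 bp, 79 with 300 bp, 19 at an adjusted p under 0.01, 0 in at least 5 of the 8 arrays, 34 from the median, 28 with normexp, 0 with loess, 80 for probes well above background and 4 without replicates 1, 2 and 3 together, and 29 to 132 when 1 array was left out. Their GC content relative to random placements (2.41 points) was 3.98 from the median over arrays, 6.95 without dark probes (4 regions), -0.146 with the GC correction and -0.134 without replicate 5, with a range of -0.134 to 2.73 over left-out arrays, and -3.25 to -1.83 for the turned sign. The turned sign (-2.21) was -0.496 with the GC correction and -4.25 with normexp. The excess of TG plus CA (1.66) was 2.59 from the median over arrays and 3.69 without dark probes. It did not pass with windows of 300 bp (1.22, permutation p = 0.168), at an adjusted p under 0.01 (1.06, permutation p = 0.178), with loess (0.195) or with the GC correction (0.208). It was -0.658 to 1.72 over left-out arrays, with the lowest, -0.658, without replicate 5. For the turned sign (-1.39) it was -0.490 with windows of 1000 bp, -2.19 without replicates 1, 2 and 3 together and -1.60 to -0.617 over left-out arrays. It did not pass without replicate 3 (-0.617) or without replicates 1, 2 and 3 together. ORF overlap relative to random placements (-13.6 points) was 1.3 from the median over arrays, -3.8 with 50% of a region inside an ORF, -26.3 with windows of 300 bp and -34.0 without dark probes, none past the test. It ranged from -49.1 to -13.6 points, and from -59.0 to -32.8 for the turned sign, over left-out arrays. For the turned sign (-36.6) it was -53.7 with normexp and -85.8 without replicates 1, 2 and 3 together.

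The NTBS#3 difference from ARO1 (1.04) was 0.69 with probes within 1 kb of the amplicon, 0.28 with loess and 0.97 to 1.13 over left-out arrays, and that of NTBS#4 (0.59) was 0.48 with probes within 1 kb, 0.27 with the GC correction and 0.47 to 0.71 over left-out arrays. Telomere VI-R minus ARO1 (-0.27) ranged from -0.50 to -0.11 over left-out arrays. It turned to 0.28 with loess (exact permutation p = 0.328) and was 0.14 on replicates 4 to 8. Probes near chromosome ends minus other probes (0.13) became 0.94 for probes within 1 kb and 0.34 with loess, with a range of 0.05 to 0.17. The 56 genes stood at 0.17 with loess and at 0.36 to 0.46 over left-out arrays. Codon adaptation (rho 0.148) was 0.0767 with loess and ranged from 0.137 to 0.164. The GC relation (r 0.169) was 0.0425 with loess and ranged from 0.152 to 0.185. It was 0.00268 with the GC correction, by construction. Of the lists and classes, 0 passed with loess (17 without it, from exact permutation tests, with 5 at an unadjusted p under 0.05, among them seripauperin and COS genes at 0.46 and rRNA genes at 0.68 on 8 of 8 arrays, whose adjusted p was 0.082) and 10 to 16 when 1 array was left out. With normexp, ribosomal protein genes (0.32), histones (0.47), the proteasome (0.11) and telomerase and telomere protein genes (-0.17) did not pass, and histones (0.37) did not pass with the GC correction either. Seripauperin and COS genes stood at 0.27 and rRNA genes at 0.77 with normexp. Reversed with normexp were the mitochondrial genome (-1.91, past the test, exact permutation adjusted p = 0.0298) and COS12 (-1.17). Reversed with loess were the histones (-0.015), the proteasome (-0.037), tandem (0.020) and convergent intergenic regions (0.18). The tRNA (-0.27) and snoRNA genes (-0.13), which did not pass, were at 0.14 and 0.08 with loess.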

Differences from the paper's values

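No test in this part was chosen after its result was seen. The paper's number of NTBS is 978, and 20 regions were called here on the red-over-green side. The threshold of 0.05 and the minimum of 3 replicates are the paper's, while the use of each array instead of median standardized values, the window of 500 bp and the number of arrays are not. None of the alternatives set before the data were examined brought the count to within 1.5 times of the paper's. The counts were 24 with windows of 1000 bp, 9 with 300 bp, 11 at an adjusted p under 0.01, 2 in at least 5 arrays, 13 with 20 kb left out, 64 from the median over arrays, 1 with the normexp background, 27 with loess, 16 with the GC correction or for probes well above background, and 20 with the table of log2 ratios or for probes with 1 match, and 6 to 20 when 1 array was left out. With the sign turned, 132 regions were called.

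The paper counts 56 genes of telomere maintenance that overlap NTBS, and 1 of them, CYC8, overlapped a region called here. Under the alternatives set before the data were examined, 0 to 3 of them did. These counts are not on a like scale. The paper's comes from 978 sites, and those here come from 20 regions, or from 1 to 64 under the alternatives. The lower counts therefore do not show a lower share of such genes. In the gene test, 15 of the 56 lay above the array median and 0 below.

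The paper states that NTBS overlap ORFs more than chance would give. Here 70.0% of the regions overlapped an ORF against 83.6% of random placements (two-sided permutation p = 0.244). Random placements of 20 regions already overlapped so often (SD 9.49) that little room was left to show an excess. Of the 20 regions, 14 also lie within 500 bp of a dark probe. The comparison therefore does not speak against the paper's statement. At the sites of Table S1, 743 of the 787 sites with a probe had a mean above 0. The paper's GC content of NTBS is higher than the 39.7% of the regions called here. That value comes from probes only, and probes at the sites of Table S1 had 39.2%. The measures are thus not on a like scale, and no difference from the paper is drawn from them.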

Other observations

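The tests of dark probes, the channels of called regions, TG runs, glutamine codons and the green channel of HIS3 were chosen only after the results they measure were seen. Genes of meiosis and sporulation lay 0.40 below other ORF probes (mean -0.40 ± 0.20, SD, n = 8 arrays, 0 of 8 above, exact permutation adjusted p = 0.0164). Of 29 measured, 4 were below and 1 above in limma (7 and 1 when adjusted over the list alone), among them SPO1 at -0.88 ± 0.52, not past the test without replicate 4 (-0.93), 7 (-0.81) or 8 (-0.74). REC107, a gene of meiotic recombination, stood at 0.92 ± 0.78 (limma adjusted p = 0.199 after the GC correction, and not past the test without any 1 of replicates 3 to 8, at 0.76 to 0.94). Double-strand break repair genes lay at -0.23 ± 0.21 (exact permutation adjusted p = 0.0164), yet 0 of 19 passed the gene test in limma, and 0 when adjusted over the list alone, and their gene mean lay at percentile 3.35 of random lists. NEJ1, an end-joining factor, stood at -0.78 ± 0.91 and did not pass. Telomerase and telomere protein genes lay at -0.16 ± 0.16 (exact permutation adjusted p = 0.0483, lost in 10 of 16 other settings), while the mean over genes did not pass (-0.19 ± 0.26, exact permutation p = 0.0938, percentile 6.53 of 10000 random lists of the same size), with 0 above and 1 below of 16, which was EST1 (the same when adjusted over the list alone). After loess normalization none of these lists passed, at -0.14, -0.15 and -0.03.

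Genes of the seripauperin and COS families lay 0.56 ± 0.27 above other ORF probes (exact permutation adjusted p = 0.0164), with 6 of 14 above and 0 below in limma (7 adjusted over the list alone). With the normexp background they lay at 0.27 (adjusted p = 0.0298). COS12 stood at 1.37 ± 1.27, but its 5 probes are dark in the green channel, its value was -1.17 with the normexp background, and it did not pass without any 1 of replicates 3 to 8 (1.08 to 1.49). Glucose-repressed genes lay 0.26 ± 0.17 higher (exact permutation adjusted p = 0.0164), with 2 of 18 above (2 adjusted over the list alone), ADH2 at 1.19 ± 0.62 and the isocitrate lyase gene ICL1 at 0.82 ± 0.38, neither past limma after the GC correction (adjusted p = 0.0631 and 0.0613), nor ICL1 without replicate 5 (0.77). Histone genes lay 0.49 ± 0.44 higher (exact permutation adjusted p = 0.0328), with 0 of 5 above in limma (2 adjusted over the list alone) and HTA1 at 0.85 ± 0.81. Proteasome genes lay 0.10 ± 0.08 higher (exact permutation adjusted p = 0.0273), with 3 of 31 above (3 adjusted over the list alone), from RPN6 at 1.02 ± 0.70 to RPN5 at -1.02 ± 1.25. Their gene mean lay at percentile 88.8 of 10000 random lists of the same size. Ribosome biogenesis genes lay 0.08 ± 0.08 higher (exact permutation adjusted p = 0.041), with 2 of 28 above (2 adjusted over the list alone), NSR1 at 1.00 ± 0.53 and UTP10 at -0.43 ± 0.44, and with a gene mean at percentile 92.6 of random lists. That of glucose-repressed genes lay at percentile 96.9 and that of histones at 99.3. Mitochondrial ribosomal protein genes did not pass (0.03 ± 0.22, exact permutation adjusted p = 0.945), with 4 above and 1 below of 64 (the same counts when adjusted over the list alone). Neither did tRNA genes (-0.27 ± 0.52, adjusted p = 0.219), snoRNA genes (-0.13 ± 0.50, adjusted p = 0.475) or the mitochondrial genome (0.06 ± 0.83, adjusted p = 0.902, exact permutation). With the normexp background the mitochondrial genome turned to -1.91 and passed (exact permutation adjusted p = 0.0298). After loess normalization the lists that passed here no longer did. Seripauperin and COS genes then stood at 0.46 on 8 of 8 arrays (exact permutation p = 0.00781, adjusted p = 0.082), glucose-repressed genes at 0.12 and ribosome biogenesis genes at 0.03, while histones turned to -0.01 and the proteasome to -0.04. The histone (0.39 to 0.51) and ribosome biogenesis shifts (0.06 to 0.09) did not pass without any 1 of replicates 2 and 4 to 8, nor the proteasome shift (0.08 to 0.10) without any 1 of replicates 4 to 8. With the normexp background the proteasome (0.11, adjusted p = 0.0513) and the histones (0.47, adjusted p = 0.0638) did not pass, nor the histones after the GC correction (0.37, adjusted p = 0.0615). RPN6 did not pass without replicate 5 (1.01) or 8 (0.94).

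Other sites whose qPCR primers matched a probe were NTBS#5 in the adenine phosphoribosyltransferase gene APT2 at 0.25 ± 1.17 (SD, n = 8 arrays), NTBS#6 in the transcription factor gene HAP1 at 0.86 ± 0.62, NTBS#7 outside genes at -0.58 ± 0.69 and NTBS#9 in ZDS2 at -0.05 ± 0.94. Relative to ARO1 they differed by 0.10, 0.71, -0.73 and -0.21 (exact permutation p = 0.820, 0.0156, 0.0312 and 0.453, adjusted p = 0.820, 0.0625, 0.0625 and 0.604 over these sites), above it on 5, 7, 1 and 2 of 8 arrays, and none passed after adjustment over these sites alone. NTBS#6 had the same unadjusted p as NTBS#4, so their different outcome rests on how sites were grouped for adjustment. The telomerase RNA gene TLC1 stood at -0.07 ± 0.80.

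For the called regions of the red-over-green side, calls that fall together by chance are argued against, because 49 steps were called in at least 3 arrays and arrays shifted independently along the genome gave at most 0 in 100 sets (304 against at most 35 with the sign turned). Sequence that the strain lacks would leave little input signal. On replicates 4 to 8, the 6 regions with no dark probe within 500 bp stood at 1.37 ± 0.77 SD in green. In red they stood at 3.34 ± 0.67 SD above the mean of all probes (SD over regions). Their green signal was thus not low. These regions were set apart by their green signal, so this cannot test the explanation. It stays a candidate for the other 14 regions, whose green signal of -5.49 ± 2.37 follows from the same choice. The mean red signal of these 14 regions on these arrays was -1.06 ± 1.37 SD, so not raised. Red signal in these regions differed. It was -0.65 in HIS3, 0.70 in LEU2, 0.60 and 0.85 in ADH4 and -1.30 to 0.04 in BAR1, so sequence absent from the DNA of both channels is not shown for these genes. In MNT2 it was -2.42 and -0.89, and in the regions outside genes near a dark probe it was -3.08 to -0.96. For all 20 regions together, leaving out the dark probes decides nothing. It left 4 regions, but leaving out low green signal lowers the ratio by construction, and both CYC8 regions, which have no such probe nearby, were lost too. A GC-dependent effect of labelling or hybridization cannot be told apart from binding, because 63.3% of the called steps stayed after the GC correction (181 of 304 with the sign turned), between the bounds set for either reading. No biological explanation was tested for these regions themselves, since the design holds 1 condition.

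High ratios in the genes of ribosomal proteins, glycolysis and translation factors are another pattern. An effect of probe GC content as the whole cause is argued against, because their mean shift after the GC correction was 82.6% of its value before. That correction used the GC content of the probe only, so an effect of the GC content of longer DNA fragments stays open. After loess normalization none of these lists passed, so an effect of signal intensity stays open too. High transcription is a candidate explanation, since codon adaptation, a proxy for expression, correlated with the log ratio across the ORFs outside these lists on 8 of 8 arrays (mean Spearman rho 0.140, across genes, which are not independent replicates; 0.0558 on replicates 1 to 3 and 0.191 on replicates 4 to 8). With loess normalization the same relation over all ORFs but the ribosomal protein genes was 0.0767 and no longer past the test. Expression itself was not measured in these samples.

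In the green channel, HIS3 lay over 3 SD below the mean of all probes on 5 arrays, at -5.27, -5.26, -6.74, -7.58 and -6.95 SD on replicates 4 to 8, and at 0.58, -0.25 and 0.60 SD on replicates 1 to 3. The hypothesis that all 8 arrays hold input DNA of 1 strain is argued against by these values. In the red channel HIS3 lay between -0.74 and 0.73 SD on all arrays. Whether the arrays hold a strain with HIS3, LEU2 and BAR1 intact is argued against for the green channel of replicates 4 to 8 and stays open elsewhere, because HIS3 or BAR1 lay over 3 SD below the mean of all ORFs in both channels on at most 2 arrays. The paper's strain table lists the tagged strain with bar1::KAN. In green, BAR1 lay at -5.96 to -2.98 SD on replicates 4 to 8 and at 0.25 to 0.57 SD on replicates 1 to 3. In red it lay at -2.63 to 0.43 SD over the 8 arrays. Low green at BAR1 is what the listed strain would give, but red was not low on replicates 4, 5 and 8. Which strain each channel and array held is thus not settled.

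A hypothesis is that Est2 sits at telomere-like sequence inside chromosomes. The 8 probes with a TG run over 10 kb from the ends lay 0.69 ± 0.52 (SD, n = 8 arrays) above probes of the same GC content, on 7 of 8 arrays (exact permutation p = 0.0156). Those on chromosomes I, XII, XV and XVI lie 12875 to 17232.5 bp from an end, and only those on II, VIII and X lie further in. These probes therefore say little on sequence far from the ends. The pattern goes with the hypothesis, but 8 probes are few and the pattern was seen before it was tested.

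Another hypothesis is that runs of glutamine codons (CAA and CAG) contribute to the TG and CA content of called regions. The 21 ORF probes with 6 or more such codons in frame lay 0.67 ± 0.63 (SD, n = 8 arrays) above ORF probes of the same GC content, on 7 of 8 arrays (exact permutation p = 0.0156). The mean was 0.16 on replicates 1 to 3 and 0.98 on replicates 4 to 8. Probes with 3 to 5 such codons lay 0.10 ± 0.07 above (1106 probes, exact permutation p = 0.0156). These probes may owe their ratio to the sequence or to the genes that hold it, which was not tested apart.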
